# Modulation of gene transcription and epigenetics of colon carcinoma cells by bacterial membrane vesicles

**DOI:** 10.1038/s41598-018-25308-9

**Published:** 2018-05-09

**Authors:** Svitlana Vdovikova, Siv Gilfillan, Shixiong Wang, Mitesh Dongre, Sun Nyunt Wai, Antoni Hurtado

## Abstract

Interactions between bacteria and colon cancer cells influence the transcription of the host cell. Yet is it undetermined whether the bacteria itself or the communication between the host and bacteria is responsible for the genomic changes in the eukaryotic cell. Now, we have investigated the genomic and epigenetic consequences of co-culturing colorectal carcinoma cells with membrane vesicles from pathogenic bacteria *Vibrio cholerae* and non-pathogenic commensal bacteria *Escherichia coli*. Our study reveals that membrane vesicles from pathogenic and commensal bacteria have a global impact on the gene expression of colon-carcinoma cells. The changes in gene expression correlate positively with both epigenetic changes and chromatin accessibility of promoters at transcription start sites of genes induced by both types of membrane vesicles. Moreover, we have demonstrated that membrane vesicles obtained only from *V. cholerae* induced the expression of genes associated with epithelial cell differentiation. Altogether, our study suggests that the observed genomic changes in host cells might be due to specific components of membrane vesicles and do not require communication by direct contact with the bacteria.

## Introduction

During growth, both Gram-negative and Gram-positive bacteria release membrane vesicles (MVs) from the bacterial surface. MVs secretion can occur in different environments including aquatic environments, during formation of biofilms and in the infected host^1^. They are spherical membranous particles with 20–300 nm diameters, and through their formation may entrap common or specific bacterial components such us periplasmic components, lipopolysaccharides (LPS), peptidoglycan, phospholipids, nucleic acids, proteins, ion metabolites, enzymes, and specific bacterial components^2–4^. These MVs need to be considered in many contexts of bacterial interactions with the host environment, where they may be involved in extracellular signalling. Moreover, MVs serve as long distance vehicles of multifunctional bacterial cargos including several toxins and immune modulators^5–17^. MVs may use several different pathways to internalize into the host cells, including endocytosis as well as fusion with the eukaryotic plasma membrane^18^. Previously, we reported that the cytolethal distending toxin (CDT), a genotoxin associated with MVs from *Aggregatibacter actinomycetemcomitans*, was internalized in both HeLa cells and human gingival fibroblasts (HGF) via a mechanism of MVs fusion with lipid rafts in the plasma membrane^10^. The exact intracellular fate of MVs and how they interact with intracellular organelles still remains unclear. MVs-associated factors may cause very distinct and biologically relevant effects in the target cells such as: (1) empowering bacteria to subvert both the host immune and microbiome-associated defence systems, (2) preventing disease development or (3) mediating the anti-inflammatory and intestinal barrier protection^5,19–21^.

Epigenetic modifications in eukaryotes contribute to modulate gene transcription and they may include DNA methylation, histone modifications and modulation of long non-coding RNA and microRNA expression^22^. DNA methylation is mainly associated with transcriptional gene repression, whereas histone modifications are correlated with either transcriptional gene activation or repression. Moreover, the state of chromatin compaction affects gene transcription. Previous studies have shown that bacterial pathogens are able to modulate the host transcriptional profile through epigenetic modifications. For instance, changes in DNA methylation and histone acetylation of host cells have been identified in response to infections of several types of bacteria such as *Helicobacter pylori*^23,24^, uropathogenic *Escherichia coli*^25^, *Porphyromonas gingivalis*^24^, *Fusobacterium nucleatum*^26^, *Listeria monocytogenes*^24,27,28^, *Legionella pneumophila*^29^ or commensal *Bacteroides vulgatus*^30^. Interestingly, some studies have identified that the intestinal microbiome alters the miRNA expression of the gut as a mechanism to maintain the intestinal symbiotic system^31–34^. Moreover, short-chain fatty acids produced by intestinal microbiota are known to act as a histone deacetylase inhibitors^35^, which suggests that commensal bacteria might also induce epigenetic changes into the gut microbiota. However, the mechanism by which bacteria might induce epigenetic changes of the colon tissue is not fully elucidated. Previously, it was proposed that commensal bacteria regulate intestinal inflammation through DNA methylation of the TLR4 gene^36^. Furthermore, an epidemiological study suggested that an oral bacterium, *Fusobacterium nucleatum*, might contribute to epigenetic changes in colon carcinoma tissue^37^. Yet, it is not well understood how the communication between bacteria and host occurs, or whether any released component from bacteria might be responsible of such genomic effects. To our knowledge, it is unknown whether bacterial MVs can also target host cell epigenetics as an alternative to the presence of whole bacteria. In this study, we aimed to investigate the genomic and epigenetic consequences of co-culturing HCT8 colorectal carcinoma cells with MVs isolated from pathogenic and non-pathogenic commensal bacterial strains, *Vibrio cholerae* strain C6706 and *Escherichia coli* K-12 strain MC1061, respectively.

## Results

In this study we examined the impact of MVs isolated from *V. cholerae* and *E. coli* on HCT8 cells from human ileocecal colorectal adenocarcinoma. MVs were isolated from the supernatants of bacteria grown to late-stationary phase and visualised with Transmission Electron Microscopy (Fig. 1A, upper panel). Then, HCT8 cells were co-cultured with MVs from *E. coli* or *V. cholerae* or mock-treated for 5 hours. After incubation, cells were collected to further determine changes in gene expression (by RNA sequencing), histone mark modification of active promoters (by H3K4me3 ChIP sequencing) and chromatin accessibility (by FAIRE sequencing) (Fig. 1A, lower panel).

**Figure 1:**
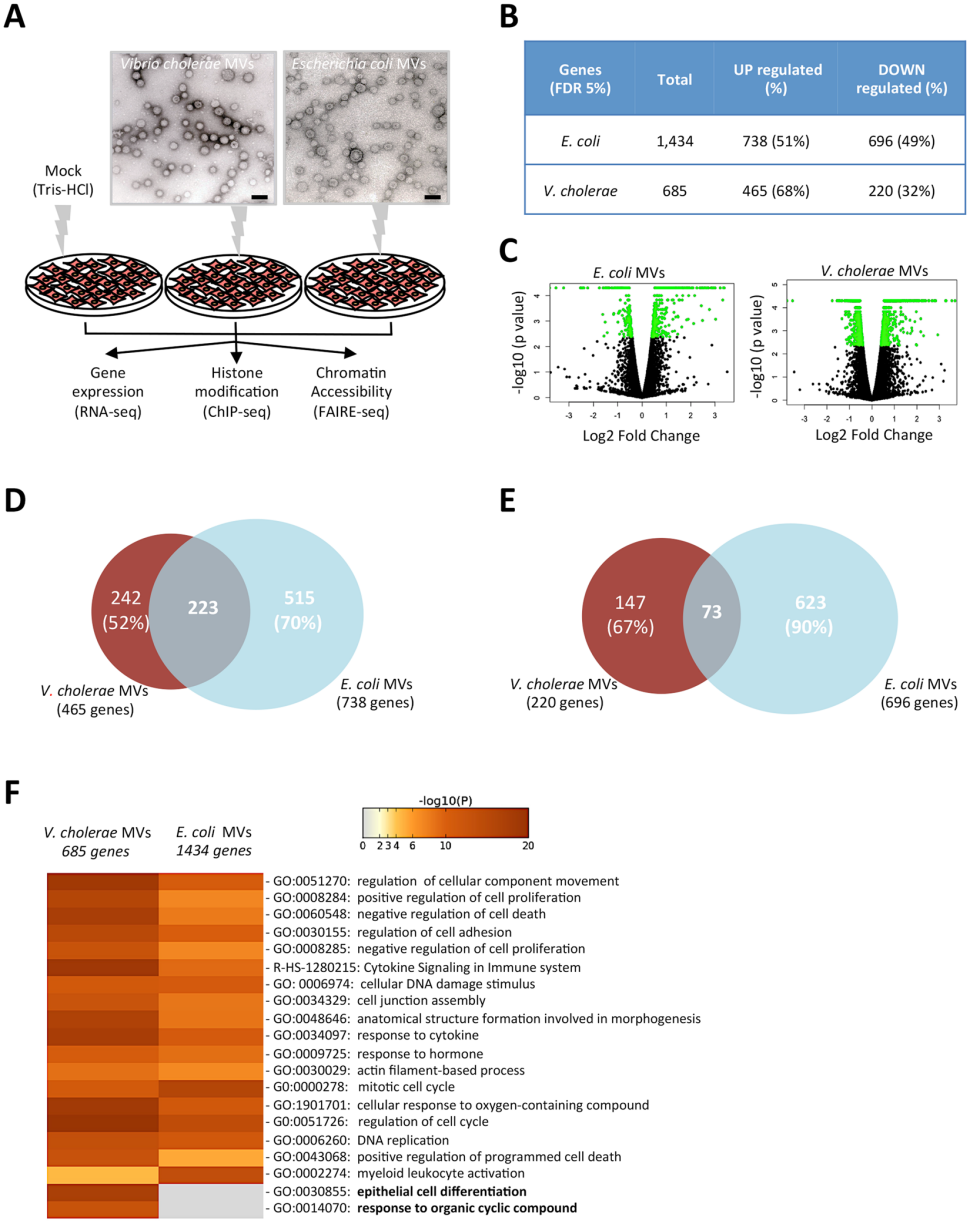
Bacterial membrane vesicles (MVs) target the gene transcription of HCT8 colorectal carcinoma cell line. (**A**) HCT8 cells were co-cultured with MVs from *E. coli*, *V. cholerae* or mock-treated (control) for 5 hours. The setup of the study with the following methods is shown: RNA sequencing, ChIP sequencing (H3K4me3) and FAIRE sequencing (nucleosome-free DNA), Bars; 200 nm. (**B**) Table of RNA transcripts significantly regulated by MVs from *E. coli* or *V. cholerae* compared to mock. (**C**) Volcano plots of differentially regulated host cell genes by MVs from *E. coli* or *V. cholerae* compared to mock. (**D**) Venn Diagram showing the overlap of upregulated genes between HCT8 cells co-cultured with MVs from *E. coli* and *V. cholerae*. (**E**) Venn Diagram showing the overlap of downregulated genes between HCT8 cells co-cultured with MVs from *E. coli* and *V. cholerae*. (**F**) Gene ontology enriched terms for genes differentially regulated in HCT8 cells co-cultured with MVs from *E. coli* or *V. cholerae*.

### MVs isolated from *E. coli* and *V. cholerae* affect the gene expression of HCT8 cells

To determine the effect of MVs on colon carcinoma cells, we first assessed the influence of *E. coli* MVs and *V. cholerae* MVs on global gene expression in HCT8 cells. In order to identify the primary impact of both MVs on host cell gene expression, we used an early incubation time point of 5 hours. To determine differential regulation of transcripts by specific bacterial MVs we isolated RNA from MVs-treated cells and performed RNA sequencing (Fig. 1A). We identified a total of 1,434 and 685 genes differentially regulated by *E. coli* MVs and *V. cholerae* MVs, respectively (Fig. 1B). We considered 2-fold changes in gene expression as differential regulation when cells treated with MVs were compared to untreated cells. Around 51% (738 out of 1,434) of the genes affected by *E. coli* MVs were significantly upregulated at least two-fold when compared to control cells (Fig. 1B and left panel of Fig. 1C). Moreover, we observed that around 68% (465 out of 685) of the genes affected by *V. cholerae* MVs treatment were significantly upregulated at least two-fold when compared to control cells (Fig. 1B and right panel of Fig. 1C). The comparison of gene transcripts significantly upregulated by both types of MVs revealed a substantial overlap and included 223 genes (Fig. 1D). Furthermore, the analysis of the downregulated genes revealed a more limited overlap (73 genes) between those affected by *V. cholerae* and *E. coli* MVs (Fig. 1E). By contrast, we identified that around 70% of the upregulated and 90% of the downregulated genes affected by *E. coli* MVs were not significantly affected by *V. cholerae* MVs, whereas only 52% of the upregulated and 67% of the downregulated genes affected by *V. cholerae* MVs were not significantly affected by *E. coli* MVs (Fig. 1D,E). The results of this analysis indicated that the MVs of the two species of bacteria induced differential gene expression in HCT8 cells. However, when we performed quantification of the global expression of genes regulated by treatment of cells with either of the two species of MVs we identified less differential gene expression. The analysis indicated that the significantly upregulated genes in the cells treated with *E. coli* MVs could also be upregulated by *V. cholerae* MVs and vice versa. The quantification of the global expression indicated that genes significantly downregulated by *E. coli* MVs were not downregulated by *V. cholerae* MVs and vice versa. (Supplementary Fig. S1). Altogether, these results suggested that both *E. coli* and *V. cholerae* MVs could stimulate a similar set of gene transcripts. Furthermore, we investigated how the genes regulated by both MVs relate to cell-specific functions. We performed pathway analysis with the distinct subset of genes modulated by *E. coli* MVs or *V. cholerae* MVs treatment (1,434 and 685 genes, respectively). The results revealed that the genes regulated by both types of MVs showed enrichment of common GO terms. Moreover, the GO term analysis revealed epithelial cell differentiation and response to organic cyclic compound as GO terms specifically enriched for treatment with *V. cholerae* MVs (Fig. 1F). The changes in gene expression were confirmed by realtime PCR after exposing HCT8 cells to different concentrations of MVs. We identified that gene transcripts enriched at GO term epithelial cell differentiation were exclusively regulated by *V. cholerae* MVs (Supplementary Fig. 2A). Moreover, the expression of gene transcripts commonly upregulated by both MVs was validated by realtime PCR (Supplementary Fig. 2B). Furthermore, we aimed to validate whether the selective role of the pathogenic MVs might be observed in other cancer cell lines. Hence, we exposed MCF-7 breast cancer cells to different concentrations of MVs from *V. cholerae* and determined the expression of genes enriched towards epithelial cell differentiation (Supplementary Fig. 2C). The exposure of breast cancer cells to different concentrations of MVs from *V. cholerae* did not increase the expression of the cell differentiation genes investigated as was observed in colon cancer cells, which suggested a tissue-specific role of the pathogenic bacteria.

To determine whether MVs have an impact on the epigenetics of colon carcinoma cells, we assessed the H3K4me3 interaction at genome-wide level by ChIP sequencing. H3K4me3 is a histone mark modification at the transcription start sites (TSS) that correlates positively with active transcription. We performed H3K4me3 ChIP sequencing of the HCT8 cells, and their binding interactions were called using MACS^38^, where mock and MVs-treated HCT8 cells were analysed. 

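The H3K4me3 ChIP sequencing comprised 3 libraries of HCT8 cells, a human ileocecal adenocarcinoma line, 1 each for mock treatment, *E. coli* MC1061 MVs and *V. cholerae* C6706 MVs. Cells received 600 μg of MVs, scaled to the number of cells as the paper's methods give, for 5 h. With 1 library per treatment there is no measure of the spread between cultures, so the differences have no replicate check, were not tested and carry no p-value. The libraries held 3463875 tags for mock treatment, 10528314 for *E. coli* MVs and 13011839 for *V. cholerae* MVs. Of these tags, 38.6%, 53.9% and 56.1% lay in called peaks, with exact (Clopper-Pearson) 95% binomial intervals at most 0.103 percentage points wide. The authors called peaks in each library with the histone mode of HOMER against an input library, at 4-fold or more over input and a Poisson p of 0.0001, as the headers of the deposited lists state. The paper's methods name both MACS and HOMER for peak calling, and name Bowtie 2 for the alignment where the submitters' processing notes list Bowtie 1.1.2 and hg19. Each peak carries a tag count that the authors normalized to 10000000 tags per library. From there, whole tags were recovered, peaks that share at least 1 bp were joined into regions, and the normalized tag counts of all peaks within 1000 bp of any transcription start site of a protein-coding gene were summed for that gene. Libraries were compared as log2 ratios. Exact 95% intervals of single genes cover counting error only, and those of medians come from the ranked ratios of regions or list members. Scaling to the tags in all peaks in place of all tags lowers every log2 ratio against mock by 0.48 with *E. coli* MVs and 0.54 with *V. cholerae* MVs, so gene lists are also placed relative to all genes. The ratios also differed with GC content. The 25% of genes with the lowest GC content in their mock peaks had a median log2 ratio against mock of 0.23 with *E. coli* MVs and 0.13 with *V. cholerae* MVs, and the 25% with the highest had 0.95 and 1.29. Each list is therefore compared with random lists matched on mean level and, in a comparison chosen after the data were examined, with random lists matched on mean level and GC content.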

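Of 20090 protein-coding genes, 12141 had an H3K4me3 peak at a transcription start site in mock-treated cells, 12908 with *E. coli* MVs and 13097 with *V. cholerae* MVs. A peak in all 3 libraries was present at 12070 genes. Of 12 genes of blood cells, which HCT8 cells should not express, 1 had a peak in each library. Of 14 genes of fibroblasts, endothelium, muscle, neurons and liver found in the annotation, 1 had a peak with mock treatment and 2 with MVs of either kind. The called peaks covered 34.9 Mb in the mock library, 50.1 Mb with *E. coli* MVs and 48.1 Mb with *V. cholerae* MVs, at median widths of 1145, 1184 and 1251 bp. The tag threshold in the headers of the lists was 6 in the mock library, 10 with *E. coli* MVs and 11 with *V. cholerae* MVs, while the weakest listed peaks held 4, 8 and 9 tags.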

We found 31,466 H3K4me3 binding events with *E. coli* MVs treatment, 29,347 with *V. cholerae* MVs treatment and 23,603 with mock treatment (Fig. 2A). The comparison of binding events revealed a substantial overlap in H3K4me3 binding sites among the three conditions (75% for mock: 17,695 out of 23,603; 56% for *E. coli* MVs: 17,695 out of 31,466; and 60% for *V. cholerae* MVs: 17,695 out of 29,347). 

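Merging peaks that share at least 1 bp gave 17695 regions called in all 3 libraries, which hold 75.0% of the mock peaks, 56.2% of those with *E. coli* MVs and 60.3% of those with *V. cholerae* MVs. The areas of the Venn diagram equal those printed in Fig. 2A. A further 5642 regions were called with MVs of both kinds and not with mock treatment, 6231 only with *E. coli* MVs, 4918 only with *V. cholerae* MVs and 2669 only with mock treatment. The regions of all 3 libraries were strong, with a median normalized tag count of 265.1, whereas those called only with *E. coli* MVs or only with *V. cholerae* MVs had medians of 12.3 and 10.8. At the depth of the mock library, 47.6% (2967 of 6231, 95% interval 46.4 to 48.9) of the regions called only with *E. coli* MVs would hold fewer than the 4 tags of its weakest peak. The same applies to 60.0% (58.7 to 61.4) of those called only with *V. cholerae* MVs and to 9.34% (8.59 to 10.1) of those called with both MVs. Below the 6 tags of its header threshold, the shares were 81.0%, 85.6% and 30.4%, but 44.3% of the regions called only with mock treatment also lay below it. The lists leave open whether the weak regions lack the mark in mock-treated cells.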

Subsequently, we investigated whether the upregulation of gene transcripts, due to the co-culture with MVs from *E. coli* or *V. cholerae*, correlated with an increase of histone mark H3K4me3 at their TSS. Hence, we analysed the distribution of reads from H3K4me3 Chip-sequencing experiments in a window covering the transcription start sites (TSS) and the termination end sites (TES) at genes that were upregulated after MV treatment. 

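JUN, a subunit of the transcription factor AP-1 on chromosome 1 (59242517 to 59249720, hg19), had a normalized H3K4me3 tag count of 288.7 with mock treatment and 478.7 with *E. coli* MVs, a log2 ratio of 0.73 (95% interval 0.42 to 1.05). MAP3K14, a kinase of the noncanonical NF-kB pathway on chromosome 17, had 251.2 and 460.7, a log2 ratio of 0.87 (0.54 to 1.22). ALDH1A3, a retinaldehyde dehydrogenase on chromosome 15, had 20.2 and 84.5, a log2 ratio of 2.06 (0.96 to 3.42) that rests on 7 tags in the mock library. LTB, which encodes lymphotoxin beta, had 49.1 and 64.6, a log2 ratio of 0.40 (−0.39 to 1.26) that lies within counting error and falls below 0 when tags are scaled to the tags in all peaks. These are the genes that the paper measured by realtime PCR as raised by both MVs (Supplementary Fig. 2B). Of 26 AP-1 and immediate early genes, which encode rapidly induced transcription factors and signalling regulators, all had a peak in each library and 25 lay above mock by more than counting error with *E. coli* MVs. Scaled to the tags in all peaks, JUN lies within counting error of mock (0.25, −0.07 to 0.57). EGR3 (log2 ratio 1.76) and KLF2 (1.58) were highest in this list, and EGR2 and CCN1 (both 0.46) were lowest and fall below 0 when tags are scaled to the tags in all peaks. The list's median was 0.78, against 0.52 over the 12070 genes. It stood at percentile 99.8 of 10000 random lists matched on mean level, but at percentile 56.0 of lists also matched on GC content, which was 62.1% in the list and 54.9% in all genes. Over all genes, 96.0% (11586) had a higher normalized tag count with *E. coli* MVs than with mock treatment, and the median ratio per 1000 bp of called peak was 0.24. The paper's set of upregulated genes was not used here.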

We observed that both pathogenic and non-pathogenic MVs increased the signal with H3K4me3 around the TSS of genes (relative to control treated cells) that were upregulated by *E. coli* MVs (Fig. 2B). 

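With *V. cholerae* MVs, JUN had a normalized H3K4me3 tag count of 674.8, a log2 ratio against mock of 1.22 (95% interval 0.93 to 1.54). LTB had 115.3, a log2 ratio of 1.23 (0.50 to 2.05) that lies within counting error when tags are scaled to the tags in all peaks (0.69, −0.04 to 1.51), MAP3K14 had 479.6 with a log2 ratio of 0.93 (0.61 to 1.27), and ALDH1A3 had 122.2 with a log2 ratio of 2.60 (1.52 to 3.93). In the list of 26 AP-1 and immediate early genes, 25 lay above mock by more than counting error, led by EGR3 (2.49) and KLF2 (2.27), while CCN1 (0.28, below 0 when tags are scaled to the tags in all peaks) and DUSP6 (0.58) were lowest. The list's median log2 ratio was 1.23, where all genes had 0.64. It lay above all 10000 random lists matched on mean level and at percentile 98.6 of those also matched on GC content. Against *E. coli* MVs, 22 of these genes were higher with *V. cholerae* MVs by more than counting error. The list's median for this comparison was 0.32, at percentile 96.4 of the lists matched on level and GC content and 98.1 in a second grouping. Over the 12070 genes, 91.2% were higher with *V. cholerae* MVs than with mock treatment, and the median was 0.33 per 1000 bp of called peak.

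**Figure D1:**
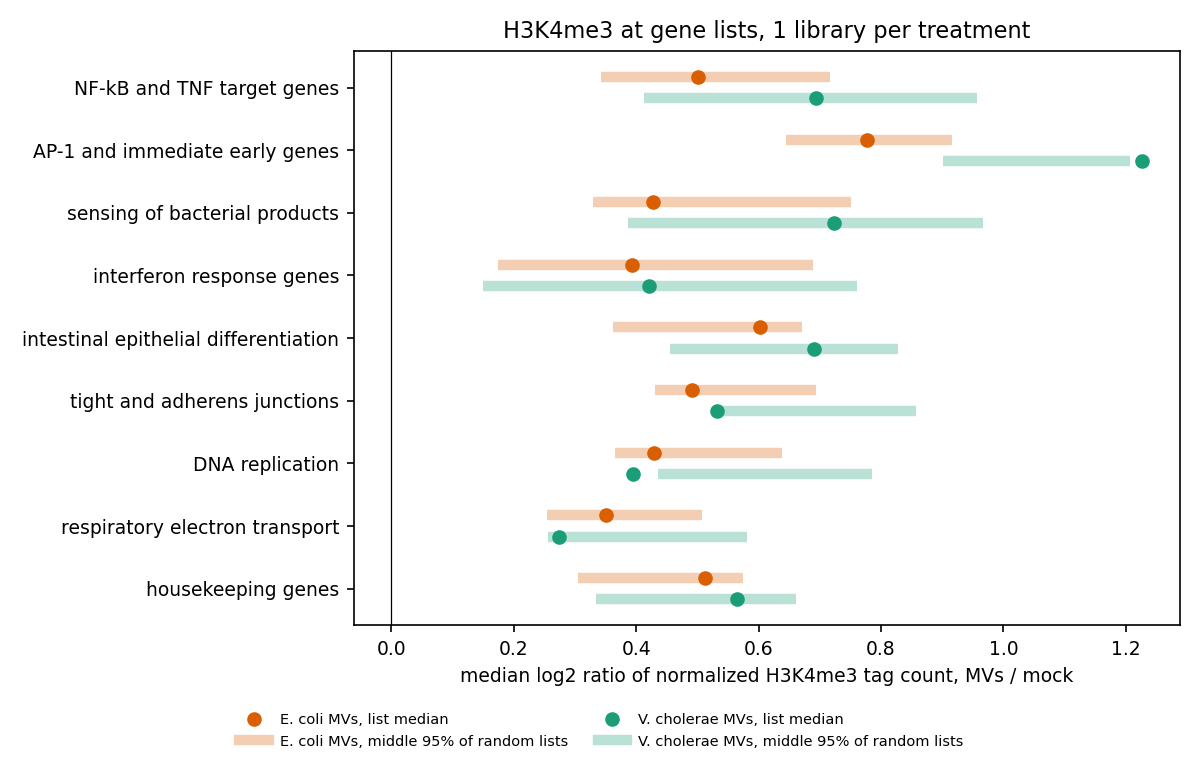
Median log2 ratio of normalized H3K4me3 tag counts (x axis) with *E. coli* MVs and *V. cholerae* MVs against mock treatment for 9 gene lists (y axis), with bars for the middle 95% of 10000 random lists matched on mean level and GC content. The AP-1 and immediate early genes lie inside the bar with *E. coli* MVs (0.78) and above it with *V. cholerae* MVs (1.23). The DNA replication genes lie below the bar with *V. cholerae* MVs (0.39). That value lies inside the middle 95% of lists matched on mean level alone (0.34 to 0.86). Scaling to the tags in all peaks takes it below 0 and moves points and bars by 1 common amount.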

In the same regard, we identified in both types of MVs an increase of H3K4me3 signal around the TSS of genes upregulated by *V. cholerae* MVs (Fig. 2C). These results were in agreement with the expression data (Fig. 1) and supported that the MVs from both pathogenic and non-pathogenic bacteria have a positive impact on the activation of gene transcripts in HCT8 cells. 

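Over the 17695 regions called in all 3 libraries, the median log2 ratio against mock was 0.44 (95% interval 0.43 to 0.45) with *E. coli* MVs and 0.47 (0.46 to 0.48) with *V. cholerae* MVs. The normalized tag count was above that of mock in 81.0% and 73.2% of the regions. The middle 50% of the ratios ran from 0.12 to 0.77 with *E. coli* MVs and from −0.05 to 0.96 with *V. cholerae* MVs. The regions of this mark were wider with MVs, with a median of 2102 bp with *E. coli* MVs and 2112 bp with *V. cholerae* MVs against 1616 bp in mock-treated cells, and per 1000 bp of called peak the median log2 ratios were only 0.08 and 0.11. Among the 25% of regions with the most tags, the median log2 ratio was 0.40 with *E. coli* MVs and 0.42 with *V. cholerae* MVs. Among the 25% with the fewest it was 0.02 and −0.32. The lowest normalized tag count of a called peak was 11.5 in mock, 7.6 with *E. coli* MVs and 6.92 with *V. cholerae* MVs. This higher floor in mock alone can lower the ratios of weak shared regions. When tags are scaled to the tags in all peaks, both medians over all regions fall below 0. From the higher signal around the TSS of upregulated genes (Fig. 2B,C), set beside its expression data (Fig. 1), the paper finds support for a positive effect of MVs of both bacteria on gene activation in HCT8 cells.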

Next, we performed a pathway analysis within the MVs-regulated genes associated with H3K4me3 peaks. This analysis showed enrichment of common GO terms. Moreover, the analysis revealed a specific gene signature associated with positive regulation of transport in case of *E. coli* MVs treatment and epithelial cell differentiation in case of *V. cholerae* MVs treatment (Fig. 2D), which confirmed our results from Fig. 1D. 

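NF-kB and TNF target genes, which drive inflammatory signalling, had H3K4me3 peaks at 21 of 30 members in mock-treated cells, 26 with *E. coli* MVs and 24 with *V. cholerae* MVs. Of the 21 members with a peak in all 3 libraries, 17 were above mock by more than counting error with MVs of either kind. TRAF1, an adaptor of TNF receptors, had normalized tag counts of 34.6 with mock treatment, 148.2 with *E. coli* MVs (log2 ratio 2.10) and 186.7 with *V. cholerae* MVs (2.43). RELB, an NF-kB subunit, had a log2 ratio of 1.83 with *E. coli* MVs, and TNFAIP3, an inhibitor of NF-kB, had 2.13 with *V. cholerae* MVs. CXCL8, a neutrophil chemokine, went the other way, with 83.7 in mock, 76.0 with *E. coli* MVs and 41.5 with *V. cholerae* MVs, the latter a log2 ratio of −1.01 (95% interval −1.69 to −0.31). The list's median was 0.50 with *E. coli* MVs and 0.69 with *V. cholerae* MVs, at percentiles 35.3 and 51.4 of random lists matched on mean level. Of 18 genes that sense bacterial products, 11 had a peak in all 3 libraries, with medians of 0.43 and 0.72 at percentiles 13.8 and 51.7. Among them, IRAK1 (1.06 and 1.25) and TICAM1 (0.97 and 1.13), which relay Toll-like receptor signals, were highest, while CASP4, a sensor of cytosolic lipopolysaccharide, had −0.01 and −0.44. Interferon response genes, 14 of 18 with a peak in all 3 libraries, had medians of 0.39 and 0.42 at percentiles 3.83 and 0.82, which became 49.9 and 47.2 when the random lists were also matched on GC content. IRF7 was the highest of these (1.40 and 2.09) and IFIT1 the lowest (−0.22 and −0.62). Scaled to the tags in all peaks, the medians of the sensing list with *E. coli* MVs and of the interferon list with both MVs fall below 0, and relative to the median of all shared regions the interferon list with *V. cholerae* MVs does so too.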

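Genes of intestinal epithelial differentiation had H3K4me3 peaks at 20 of 28 members in mock-treated cells, 22 with *E. coli* MVs and 21 with *V. cholerae* MVs. The 20 members with a peak in all 3 libraries had a median log2 ratio against mock of 0.60 with *E. coli* MVs and 0.69 with *V. cholerae* MVs, at percentiles 87.7 and 70.9 of random lists matched on mean level and GC content. TFF3, a trefoil factor of goblet cells, had a log2 ratio of 1.51 with *V. cholerae* MVs. KLF5, a factor of proliferating crypt cells, had a normalized tag count of 2676 with mock treatment, 2656 with *E. coli* MVs and 2159 with *V. cholerae* MVs, and was lower with *V. cholerae* MVs than with mock treatment by more than counting error (log2 ratio −0.31, 95% interval −0.42 to −0.20). Between the MVs, 5 members were higher and 4 lower with *V. cholerae* MVs by more than counting error, and the list's median of 0.09 stood at percentile 35.4. Of 22 genes of tight and adherens junctions, 20 had a peak in all 3 libraries. Their medians were 0.49 with *E. coli* MVs and 0.53 with *V. cholerae* MVs. These stood at percentiles 12.9 and 2.60 of lists matched on level and GC content. Of lists matched on mean level alone, they stood at 53.0 and 35.8. The second median falls below 0 when tags are scaled to the tags in all peaks. PARD3, a polarity protein, had log2 ratios of 1.26 and 1.64, whereas CTNND1, which encodes p120 catenin, had −0.09 and −0.59.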

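The paper's differentiation genes measured by realtime PCR (Supplementary Fig. 2A) were CDKN1B, VDR, SKIL, CDK6, CCND1, KRT80 and TJP1. Their normalized H3K4me3 tag count was higher than with mock treatment by more than counting error at 7 of 7 genes with *E. coli* MVs and at 5 with *V. cholerae* MVs. Against *E. coli* MVs, *V. cholerae* MVs gave higher values at 4 genes and lower values at 2 by more than counting error. SKIL, a regulator of TGF-beta signalling on chromosome 3 (170075130 to 170114623, hg19), had 63.5 with mock treatment, 122.5 with *E. coli* MVs and 222.1 with *V. cholerae* MVs, a log2 ratio between the MVs of 0.86 (95% interval 0.55 to 1.17). VDR, the vitamin D receptor on chromosome 12 (48235320 to 48336831), had 378.2, 537.6 and 647.9, with 0.27 (0.11 to 0.43) between the MVs. CDK6 (626.5, 957.4 and 1177) and CCND1 (661.1, 1116 and 1375), which encode a kinase and a cyclin of the G1 phase, both had 0.30 between the MVs. CDKN1B, the inhibitor p27 of those kinases, had 1738, 2560 and 2240, a log2 ratio between the MVs of −0.19 (−0.27 to −0.12), in peaks it shares with the neighbouring genes APOLD1 and GPR19. KRT80, an epithelial keratin, had 77.9, 154.9 and 113.0 with −0.45 (−0.79 to −0.12), and TJP1, the junction protein ZO-1, had 508.1, 617.4 and 565.6 with −0.13 (−0.28 to 0.03). The median of the 7 ratios between the MVs was 0.27, at percentile 98.3 of random lists matched on level and GC content, 97.3 in a second grouping, and over overlapping peaks only it was 0.23, at percentile 95.2. Per 1000 bp of called peak, VDR was lower with both MVs than with mock treatment (log2 ratios −0.57 and −0.38). KRT80 was so too (−0.33 and −0.17), and was higher with *V. cholerae* MVs than with *E. coli* MVs (0.16). SKIL was lower with *E. coli* MVs than with mock treatment (−0.19). Scaled to the tags in all peaks, only CCND1 (0.27) stays above mock by more than counting error with *E. coli* MVs, and SKIL, CDK6 and CCND1 (1.26, 0.37 and 0.51) with *V. cholerae* MVs, where TJP1 (−0.39) and CDKN1B (−0.18) lie below mock by more than counting error.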

All together, these results supported the idea that MVs from pathogenic *V. cholerae* might have an impact on the set of genes involved in differentiation of colon carcinoma cells.

**Figure 2:**
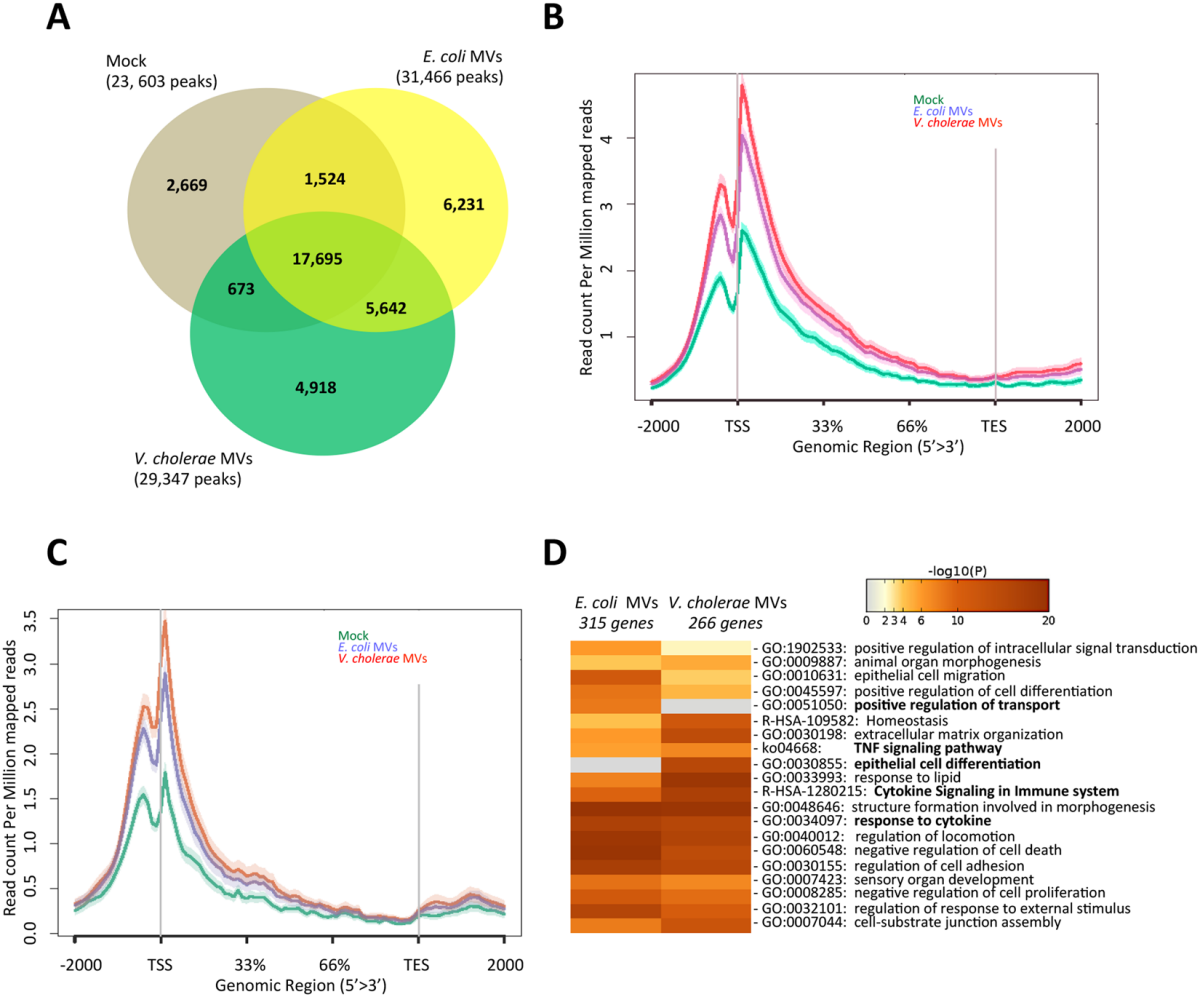
MVs influence the epigenetic mark H3K4me3 at promoters and TSS of gene transcripts in HCT8 colorectal cancer cell line. (**A**) Venn Diagram showing the overlap of H3K4me3 peaks of HCT8 cells treated with MVs from *E. coli*, *V. cholerae* or mock-treated cells. (**B**) H3K4me3 signal at transcription start sites (TSS) of upregulated genes from HCT8 cells co-cultured with *E. coli* MVs (738 genes). (**C**) H3K4me3 signal at TSS of upregulated genes from HCT8 cells co-cultured with *V. cholerae* MVs (465 genes). (**D**) Gene ontology enriched terms for upregulated genes and H3K4me3 binding in HCT8 cells co-cultured with MVs from *E. coli* or *V. cholerae*.

Previously, it has been reported that transcriptional activation correlates with an increase of nucleosome-free DNA^39^, which is an event that facilitates the binding of basic transcriptional machinery and activity of RNA polymerase. Therefore, we aimed to investigate whether MVs might influence the DNA-accessibility at the TSS of MVs-targeted genes identified at Fig. 1. We performed formaldehyde-assisted isolation of regulatory elements (FAIRE) coupled with high-throughput sequencing to identify euchromatic regions of the genome^40^. FAIRE is a method used for determining open chromatin regions (nucleosome-free DNA) that are accessible to transcription factors and the basal transcriptional machinery. The DNA accessibility of a promoter or TSS correlates with active gene transcription. Hence, HCT8 cells were treated with *E. coli* MVs, with *V. cholerae* MVs or mock-treated for 5 h, as indicated in Fig. 1A. Furthermore, nucleosome-free DNA was isolated and sequenced. 

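FAIRE sequencing comprised 3 libraries of HCT8 cells, 1 each for mock treatment, *E. coli* MVs and *V. cholerae* MVs. The libraries, named here by their labels, held 14474665 tags for mock treatment, 7888670 for *E. coli* MVs and 12077180 for *V. cholerae* MVs. The share of tags in called peaks was 7.12%, 37.3% and 13.9% in this order, with intervals at most 0.0675 percentage points wide. The authors called peaks with HOMER at the same settings as for H3K4me3. The paper names a MicroPlex kit for these libraries and the labels a ThruPLEX kit. The lists held 66436 peaks for mock treatment, 94231 for *E. coli* MVs and 79591 for *V. cholerae* MVs, which covered 39.2, 98.2 and 55.7 Mb. Most mock peaks were weak, as 91.7% held fewer tags than 2 times the tag threshold in the header of the list, compared with 56.0% with *E. coli* MVs and 74.9% with *V. cholerae* MVs. The tag threshold in the headers was 12 in the mock library, 9 with *E. coli* MVs and 11 with *V. cholerae* MVs, the weakest listed peaks held 9, 6 and 7 tags, and the fragment length that HOMER estimated was 336, 284 and 260 bp. Values per gene were summed over all start sites as for H3K4me3. Of the 6957 genes with a FAIRE peak in all 3 libraries, 1112 had no mock peak that overlaps a peak with *E. coli* MVs and 1832 none that overlaps a peak with *V. cholerae* MVs, so their sums come from different sites. For H3K4me3 this applied to 20 and 19 of 12070 genes. Ratios over overlapping peaks only were therefore added after the data were examined. The called peaks of a gene also differed in length, with medians of 709 bp with mock treatment, 2487 bp with *E. coli* MVs and 1387 bp with *V. cholerae* MVs, so ratios of tags include the length that was called, and ratios per 1000 bp are smaller. Scaling to the tags in all peaks lowers every log2 ratio against mock by 2.39 with *E. coli* MVs and 0.97 with *V. cholerae* MVs and raises those of *V. cholerae* MVs against *E. coli* MVs by 1.42. Mitochondrial DNA, which carries no nucleosomes, had 236 normalized tags per 1000 bp of called peak with mock treatment and more in both other libraries. In the 25% of genes with the lowest GC content of their FAIRE peaks, the median log2 ratio against mock was 2.57 with *E. coli* MVs and 1.34 with *V. cholerae* MVs, and in the 25% with the highest it was 3.49 and 1.497.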

Finally, we examined the FAIRE signal (nucleosome-free DNA) at genes upregulated by MVs from *V. cholerae* (Fig. 3A) and by MVs from *E. coli* (Fig. 3B). MVs from both bacterial species were able to open the chromatin at TSS of genes leading to upregulation of target genes. 

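FAIRE peaks were called at the transcription start sites of 8387 protein-coding genes with mock treatment, 15620 with *E. coli* MVs and 12543 with *V. cholerae* MVs. JUN had a normalized FAIRE tag count of 16.6 with mock treatment, 343.5 with *E. coli* MVs, a log2 ratio of 4.37 (95% interval 3.77 to 5.04), and 126.7 with *V. cholerae* MVs, a log2 ratio of 2.93 (2.31 to 3.62). These set a called mock peak of 500 bp against peaks of 3830 and 2912 bp, and per 1000 bp the ratios are 1.43 and 0.39. MAP3K14 had sums of 347.3 with *E. coli* MVs and 101.8 with *V. cholerae* MVs, and its only mock peak (8.98) overlaps none of theirs, so no ratio is given. ALDH1A3 had sums of 16.6, 72.2 and 9.94, and over overlapping peaks its ratios of 0.87 (interval −0.41 to 2.16) with *E. coli* MVs and 0.26 (−1.02 to 1.54) with *V. cholerae* MVs lie within counting error. LTB had no FAIRE peak with mock treatment, 88.7 with *E. coli* MVs and 12.4 with *V. cholerae* MVs. Of the 23603 H3K4me3 regions of mock-treated cells, which mark active promoters, 21.9% (21.4 to 22.5) held a FAIRE peak with mock treatment, 63.8% (63.2 to 64.4) with *E. coli* MVs and 51.1% (50.4 to 51.7) with *V. cholerae* MVs. Of the FAIRE peaks themselves, 8.20% lay at these regions with mock treatment and 16.0% with MVs of either kind, where peaks shifted at random along the chromosomes gave 1.81%, 2.28% and 1.94%. Peaks with at least 2 times the lowest normalized tag count of their list were also compared. Of these, 22.6% lay at the H3K4me3 regions with mock treatment, 25.1% with *E. coli* MVs and 28.2% with *V. cholerae* MVs. The difference from mock was therefore smaller, above all with *E. coli* MVs. In FAIRE regions called in all 3 libraries, the median log2 ratio against mock was 3.00 with *E. coli* MVs and 1.45 with *V. cholerae* MVs at the 5037 regions with H3K4me3, and 1.33 and 0.38 at the 9354 regions without it. Over the 6957 genes with a peak in all 3 libraries, the medians were 3.15 and 1.40, and over overlapping peaks only they were 2.77 (5845 genes) and 1.18 (5125 genes). Over the 6957 genes, the medians per 1000 bp of called peak were 1.34 and 0.54. Scaled to the tags in all peaks, the medians over all shared regions of 1.95 (1.92 to 1.99) and 0.71 (0.69 to 0.74) fall below 0 (−0.44 and −0.26), and per 1000 bp of called peak they are 0.82 and 0.28, while the scaled medians stay above 0 at regions with H3K4me3 (0.61 and 0.49) and over genes (0.76 and 0.43, or 0.38 and 0.21 over overlapping peaks). From the FAIRE signal at upregulated genes (Fig. 3A,B), the paper concludes that MVs of both species open the chromatin at the TSS, leading to upregulation of these genes.

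**Figure D2:**
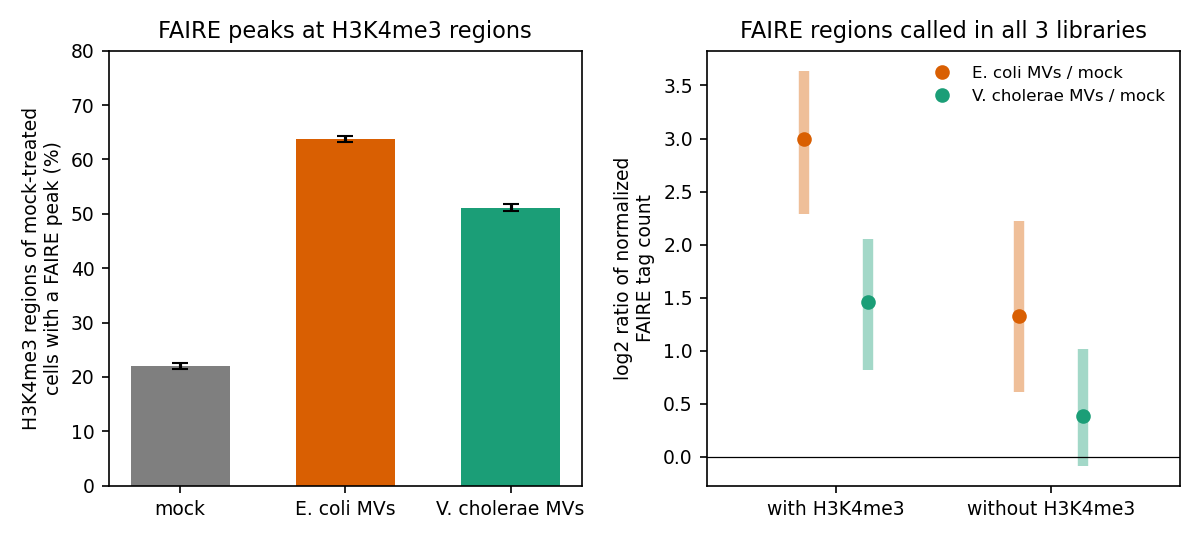
Left, share of the 23603 H3K4me3 regions of mock-treated cells with a FAIRE peak (y axis, %) for each treatment (x axis), with exact 95% binomial intervals as error bars, from 21.9% with mock treatment to 63.8% with *E. coli* MVs. Right, log2 ratio of normalized FAIRE tag counts against mock (y axis) in regions called in all 3 libraries with and without H3K4me3 (x axis), with points for medians and bars for the middle 50%, at 3.00 with *E. coli* MVs and 1.45 with *V. cholerae* MVs where H3K4me3 is present, and scaling to the tags in all peaks takes the medians without H3K4me3 below 0.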

Interestingly, the effect of *V. cholerae* MVs on the chromatin at TSS was more pronounced compared to that of *E. coli* MVs. 

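In the FAIRE regions called in all 3 libraries, 14392 in number, the library labelled *V. cholerae* MVs had lower normalized tag counts than the library labelled *E. coli* MVs, with a median log2 ratio of −1.16 (95% interval −1.18 to −1.14) that becomes 0.27 when tags are scaled to the tags in all peaks. The middle 50% of the ratios ran from −1.80 to −0.48, and 11.5% of the regions were higher with *V. cholerae* MVs. At regions with H3K4me3 the median was −1.47, and at regions without it −0.88. Of the 6957 genes with a FAIRE peak in all 3 libraries, 124 were higher with *V. cholerae* MVs, and the median log2 ratio was −1.65, or −1.52 over overlapping peaks only (6646 genes) and −0.79 per 1000 bp of called peak. After scaling to the tags in all peaks, the median was −0.23 over the 6957 genes, −0.05 at regions with H3K4me3 and 0.55 at regions without it. Housekeeping genes, of which 6 of 16 had a peak in all 3 libraries, had a median of −1.79, at percentile 68.2 of random lists matched on level and GC content. ACTB, which encodes beta-actin, had a normalized FAIRE tag count of 505.8 with *E. coli* MVs and 58.8 with *V. cholerae* MVs, and YWHAZ, a 14-3-3 protein, had 343.5 and 129.2. GAPDH, a glycolytic enzyme, had 314.4 and 81.1. Per 1000 bp of called peak the median over the shared regions was −0.55, and without scaling for depth it was −0.54.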

Next, we performed pathway analysis of upregulated genes that contained FAIRE signal. 

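NF-kB and TNF target genes had FAIRE peaks at 15 of 30 members with mock treatment and at 25 with MVs of either kind. The 14 members with a peak in all 3 libraries had a median log2 ratio against mock of 3.35 with *E. coli* MVs and 1.90 with *V. cholerae* MVs, at percentiles 52.3 and 83.9 of random lists matched on level and GC content. Over overlapping peaks only, the medians were 2.40 (13 members) and 1.04 (11 members), at percentiles 26.3 and 32.6. BCL3, a regulator of NF-kB, had a normalized FAIRE tag count of 406.9 with *E. coli* MVs and 75.4 with *V. cholerae* MVs, and TNFAIP2, a TNF-induced gene, had 258.6 and 53.8. The mock peak of BCL3 (8.29) overlaps none of these, and that of TNFAIP2 (9.67) overlaps a peak of 11.4 with *E. coli* MVs and none with *V. cholerae* MVs. TRAF1 had log2 ratios against mock over overlapping peaks of 2.04 (95% interval 1.39 to 2.71) with *E. coli* MVs and 0.89 (−0.29 to 2.13) with *V. cholerae* MVs, the second within counting error. AP-1 and immediate early genes had FAIRE peaks at 9 of 26 members with mock treatment, 26 with *E. coli* MVs and 23 with *V. cholerae* MVs, with medians of 3.12 and 2.00 over the 8 members in all 3 libraries, and of 3.68 (8 members) and 2.44 (6 members) over overlapping peaks, the latter 2 at percentiles 88.7 and 99.3. Over overlapping peaks, IER2 had log2 ratios of 5.39 and 2.79, and EGR2 had 2.83 and 1.03. Of 18 genes that sense bacterial products, 4 had a FAIRE peak with mock treatment, 13 with *E. coli* MVs and 10 with *V. cholerae* MVs, among them TLR5, the flagellin receptor, with 185.1 with *E. coli* MVs and 108.5 with *V. cholerae* MVs, which its mock peak does not overlap. Interferon response genes, 8 with a peak in all 3 libraries, had medians of 3.02 and 1.21, or 2.53 (7 members) and 1.38 (5 members) over overlapping peaks. Tight and adherens junction genes, 12 with a peak in all 3 libraries, had medians of 3.51 and 1.46, or 3.35 and 0.94 over overlapping peaks, where CLDN4, a claudin, had 3.42 and 1.81. For these 5 lists, the medians per 1000 bp of called peak ran from 1.26 to 1.61 with *E. coli* MVs and from 0.39 to 0.75 with *V. cholerae* MVs. All medians of summed values lie between percentiles 5.17 and 83.9 of random lists matched on level and GC content. In a second grouping they lie between 2.61 and 87.0. When tags are scaled to the tags in all peaks, these medians stay above 0. The 0.94 of the junction genes over overlapping peaks falls below 0 (−0.03), as do both ratios of TRAF1.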

The results revealed that the upregulated genes from both types of bacterial MVs were significantly enriched for the majority of the terms. Interestingly, this analysis revealed that a few pathways were exclusively enriched for *V. cholerae* MVs (Fig. 3C). 

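Genes of respiratory electron transport, a term of Fig. 3C, had FAIRE peaks at 7 of 21 members with mock treatment, 21 with *E. coli* MVs and 19 with *V. cholerae* MVs. The 7 members with a peak in all 3 libraries had a median log2 ratio against mock of 3.15 with *E. coli* MVs and 2.09 with *V. cholerae* MVs, and the 5 of them with overlapping peaks had 3.15 and 1.49 over these peaks. Taken per 1000 bp of called peak, the medians of the 7 were 1.83 and 0.99. NDUFV1, a subunit of complex I, had log2 ratios over overlapping peaks of 4.02 and 2.87, and NDUFB2, another subunit, had 2.72 and 1.46. UQCRC1, a subunit of complex III, had a normalized FAIRE tag count of 124.2 with *E. coli* MVs and 55.5 with *V. cholerae* MVs, and its mock peak overlaps neither. The list's median between the MVs was −1.16, which is 0.49 above that of all genes, and 6 of the 7 members stood above the median of all genes. It lay at percentile 95.5 of random lists matched on mean level and at percentile 88.0 of those also matched on GC content, and over overlapping peaks it was −1.15, at percentile 72.5. The list's median of −1.16 turns positive when tags are scaled to the tags in all peaks. Per 1000 bp of called peak, however, it was −0.98, below the −0.79 of all genes.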

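Genes of intestinal epithelial differentiation had FAIRE peaks at 20 of 28 members with mock treatment and at 23 with MVs of either kind. The 15 members with a peak in all 3 libraries had a median log2 ratio against mock of 3.44 with *E. coli* MVs and 2.20 with *V. cholerae* MVs. The value with *V. cholerae* MVs stood at percentile 98.2 of random lists matched on level and GC content, and that with *E. coli* MVs at 71.8. Over overlapping peaks only, 14 members had medians of 3.23 and 1.52, at percentiles 95.6 with *E. coli* MVs and 78.0 with *V. cholerae* MVs. The medians of the 15 per 1000 bp of called peak were 1.496 and 0.68. Log2 ratios against mock over overlapping peaks were 4.64 and 3.45 for KRT8, a keratin of simple epithelia, in peaks shared with KRT18, 4.06 and 3.10 for VIL1, the brush border protein villin, and 5.00 and 0.26 (95% interval −1.02 to 1.54) for KLF4, a factor of differentiated epithelium. HNF4A, a nuclear receptor of the intestinal epithelium, had 2.38 and 0.34 (−0.76 to 1.47), the second within counting error. Between the MVs the list's median was −1.29, and all 15 members were lower with *V. cholerae* MVs by more than counting error. This median lay above that of all genes by 0.36 and at percentile 97.8 of lists matched on level and GC content, and scaling to the tags in all peaks makes it positive. Over overlapping peaks it was −1.16, at percentile 97.9. Of the paper's differentiation genes, CCND1 had a normalized FAIRE tag count of 419.6 with *E. coli* MVs and 125.1 with *V. cholerae* MVs, VDR had 324.6 and 93.6, CDKN1B had 188.9 and 99.4, CDK6 had 199.0 and 66.2, KRT80 had 354.9 and 36.4, SKIL had 110.3 and 37.3, and TJP1 had 100.1 and no peak. Against mock, over overlapping peaks, the log2 ratios were 5.66 and 2.17 for CCND1, 2.89 and 0.92 for VDR and 2.47 and 0.88 for CDK6. CDKN1B had such peaks only with *V. cholerae* MVs (1.39) and KRT80 only with *E. coli* MVs (3.73). TJP1 had none, and SKIL had no mock peak. Scaled to the tags in all peaks, CDK6 lies within counting error of mock with both MVs (0.08 and −0.08). The 0.92 of VDR with *V. cholerae* MVs falls below 0, while the other ratios over overlapping peaks stay above 0. Of the paper's differentiation genes, 5 had a peak in all 3 libraries. Their median between the MVs was −1.75, at percentile 55.5 of the matched lists. With that scaling, CDKN1B is higher with *V. cholerae* MVs than with *E. coli* MVs by more than counting error (0.50, 0.14 to 0.85). Over overlapping peaks its unscaled ratio was −1.42, which the 1.42 of that scaling cancels. VDR, CCND1 and KRT80 stay lower by more than counting error, and SKIL and CDK6 lie within it.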

Among others, the term of epithelial cell differentiation was one of the most significant pathways identified, which confirmed additionally our findings with the histone mark H3K4me3 (from Fig. 2D).

**Figure 3:**
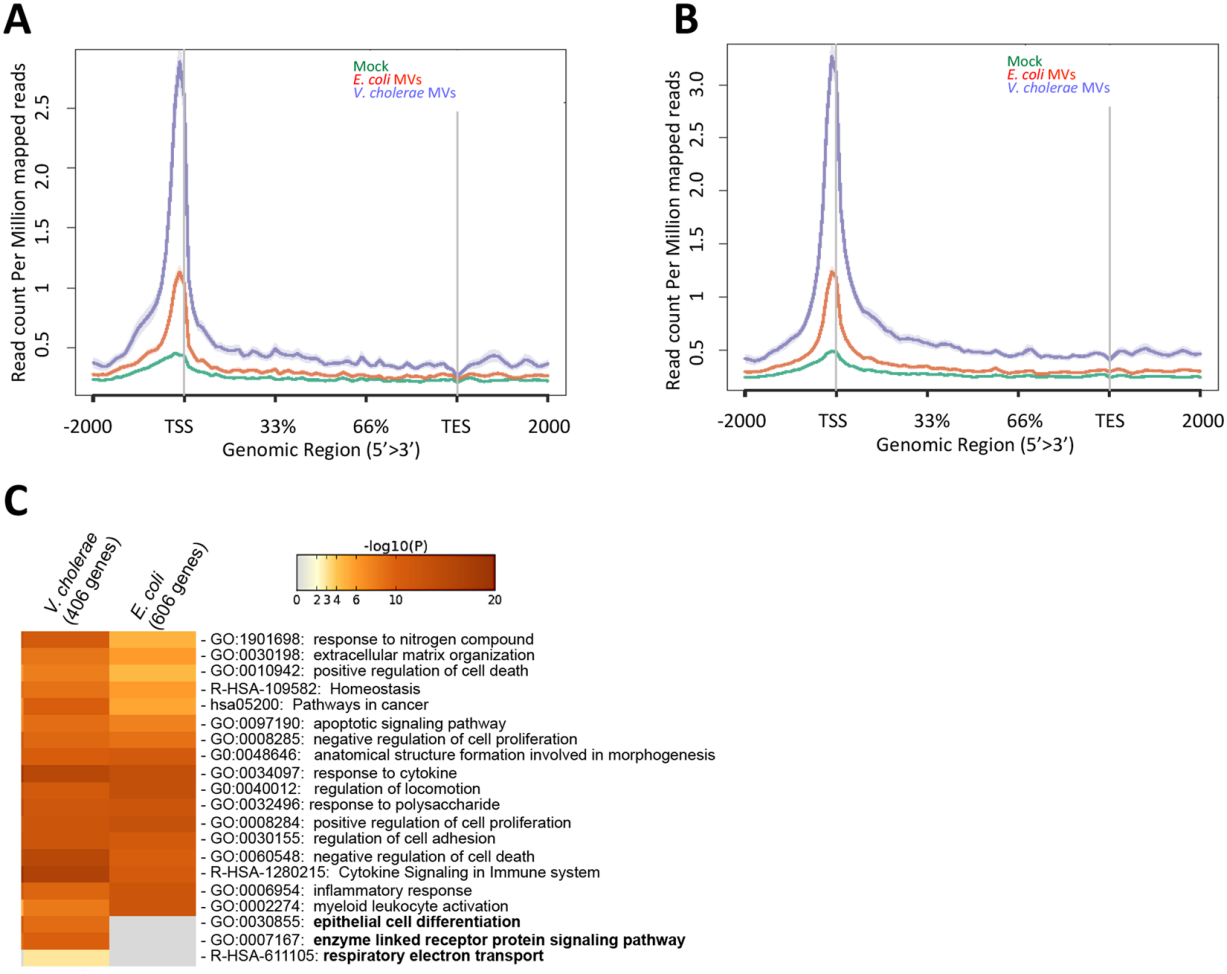
Influence of MVs on the opening of chromatin at promoters and TSS of upregulated gene transcripts in HCT8 colorectal cancer cell line. (**A**) FAIRE signal (nucleosome free-DNA) at TSS of upregulated genes (465 genes) in HCT8 cells co-cultured with MVs from *V. cholerae*. (**B**) FAIRE signal at TSS of upregulated genes (738 genes) in HCT8 cells co-cultured with MVs from *E. coli*. (**C**) GO enriched terms of genes upregulated and with FAIRE signal in HCT8 cells co-cultured with MVs from *E. coli* or *V. cholerae*.

### Differential effects of MVs isolated from pathogenic and non-pathogenic bacteria on the target gene**s**

Our results suggested that a high number of gene transcripts, significantly regulated in colorectal carcinoma cell line, were commonly induced after both MV treatments. Interestingly, a subset of genes associated with epithelial cell differentiation were consistently upregulated exclusively by *V. cholerae* MVs. Next, we aimed to determine whether *V. cholerae* MVs could differentially regulate the gene transcription compared to *E. coli* MVs and vice versa. For this analysis, we compared the gene transcripts upregulated by *E. coli* MVs with the gene transcripts downregulated by *V. cholerae* MVs (Fig. 4A). The results revealed that a very low number of genes upregulated by *E. coli* vesicles were in fact downregulated by *V. cholerae* vesicles (1.3%, 10 out of 738 genes). Moreover, we compared the gene transcripts upregulated by *V. cholerae* MVs with the gene transcripts downregulated by *E. coli* MVs (Fig. 4B). We also observed that a very low number of genes upregulated by *V. cholerae* MVs were in fact downregulated by *E. coli* MVs (0,6%, 3 out of 465 genes). Despite the fact that a few of these genes are differentially regulated by *V. cholerae* MVs and *E. coli* MVs, we could identify some genes, which are important in the development of colon cancer. For instance, RND3 (Fig. 4C), TACSTD2 (Fig. 4D) and SOCS2 (Fig. 4E) were examples of genes upregulated by *E. coli* MVs and downregulated by *V. cholerae* MVs. 

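RND3 lies on the minus strand of chromosome 2 (151324709 to 151395525, hg19). It had no FAIRE peak with mock treatment, a peak from 151341728 to 151344643 with 135 tags (normalized tag count 171.1) with *E. coli* MVs, and a peak from 151343881 to 151344668 with 46 tags (38.1) with *V. cholerae* MVs. Its log2 ratio of *V. cholerae* MVs against *E. coli* MVs was −2.17 (95% interval −2.68 to −1.68). SOCS2, an inhibitor of cytokine signalling on the plus strand of chromosome 12 (93963590 to 93977263), had no FAIRE peak with mock treatment, 245 tags (310.6) from 93963380 to 93967691 with *E. coli* MVs and 126 tags (104.3) from 93963402 to 93965985 with *V. cholerae* MVs, a log2 ratio of −1.57 (−1.90 to −1.26). No FAIRE peak means that the window did not pass the authors' threshold, not that it held no tags. After scaling to the tags in all peaks, the ratio between the MVs is −0.74 (−1.26 to −0.25) at RND3 and −0.15 (−0.47 to 0.17), within counting error, at SOCS2. The H3K4me3 tag count of RND3 was 1140 with mock treatment, 1244 with *E. coli* MVs and 1070.5 with *V. cholerae* MVs, a log2 ratio between the MVs of −0.22 (−0.33 to −0.11) that turns positive per 1000 bp of called peak (0.12), without scaling for depth (0.09) and in the highest peak alone (0.03). SOCS2 had 716.0, 1230 and 1310, higher with *E. coli* MVs (log2 ratio 0.78) and *V. cholerae* MVs (0.87) than with mock treatment by more than counting error.

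**Figure D3:**
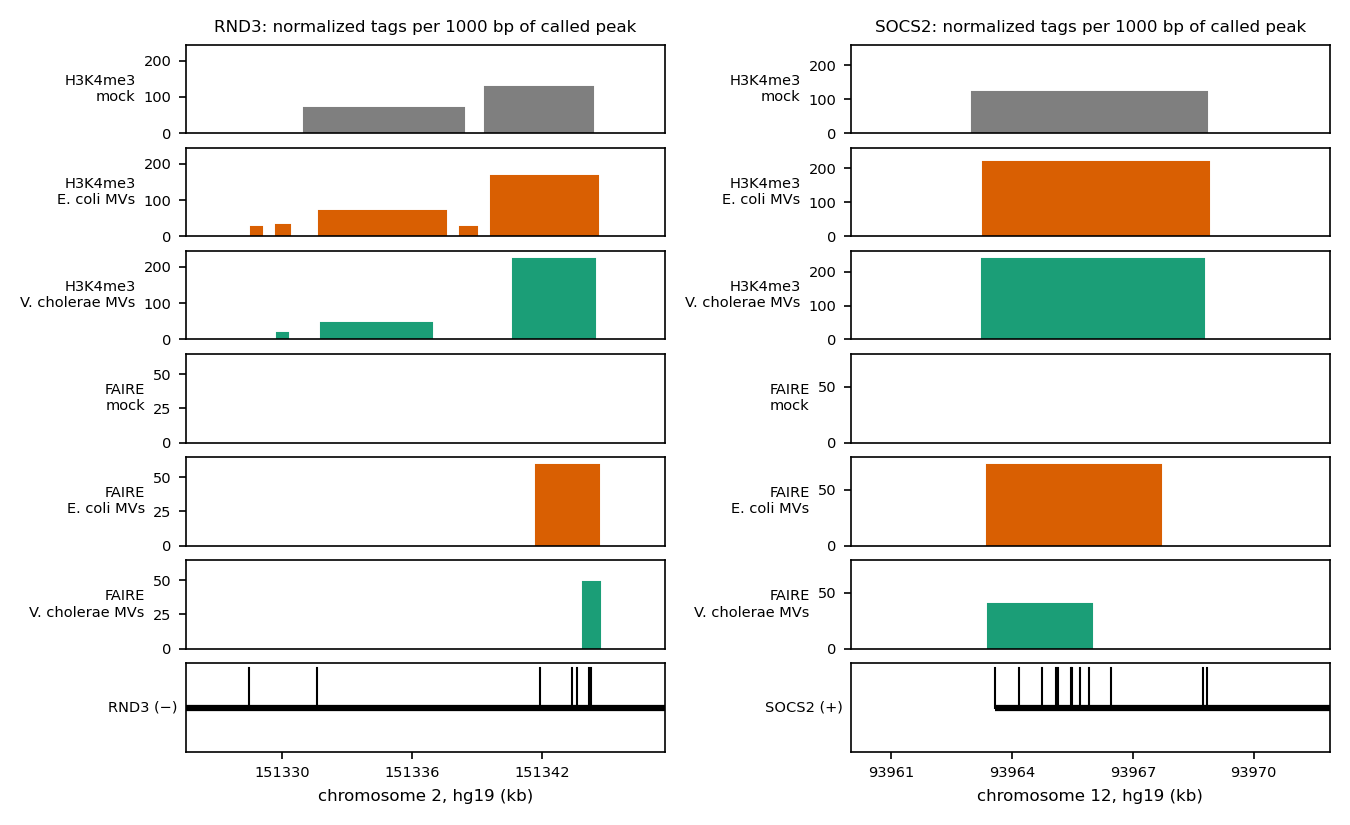
Called H3K4me3 and FAIRE peaks at RND3 and SOCS2 by position (x axis, kb of hg19), 1 panel per library, with each peak's height showing its normalized tags per 1000 bp (y axis) and the bottom panel the gene (thick line) with its annotated start sites (ticks). FAIRE peaks are absent with mock treatment, and reach 58.7 and 72.0 normalized tags per 1000 bp with *E. coli* MVs against 48.4 and 40.4 with *V. cholerae* MVs.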

Interestingly, *V. cholerae* MVs increased the chromatin accessibility at the TSS of the target genes, whereas the *E. coli* MVs did not have such effect (Fig. 4C–E). Finally, we also identified the gene ARL5b (Fig. 4F) to be upregulated by *V. cholerae* MVs and downregulated by *E. coli* MVs. In agreement with the gene expression data, an increase of the histone mark H3K4me3 signal was observed at the TSS of ARL5b gene in cells treated with the *V. cholerae* MVs when compared to *E. coli* MVs treatment or mock (Fig. 4F).

**Figure 4:**
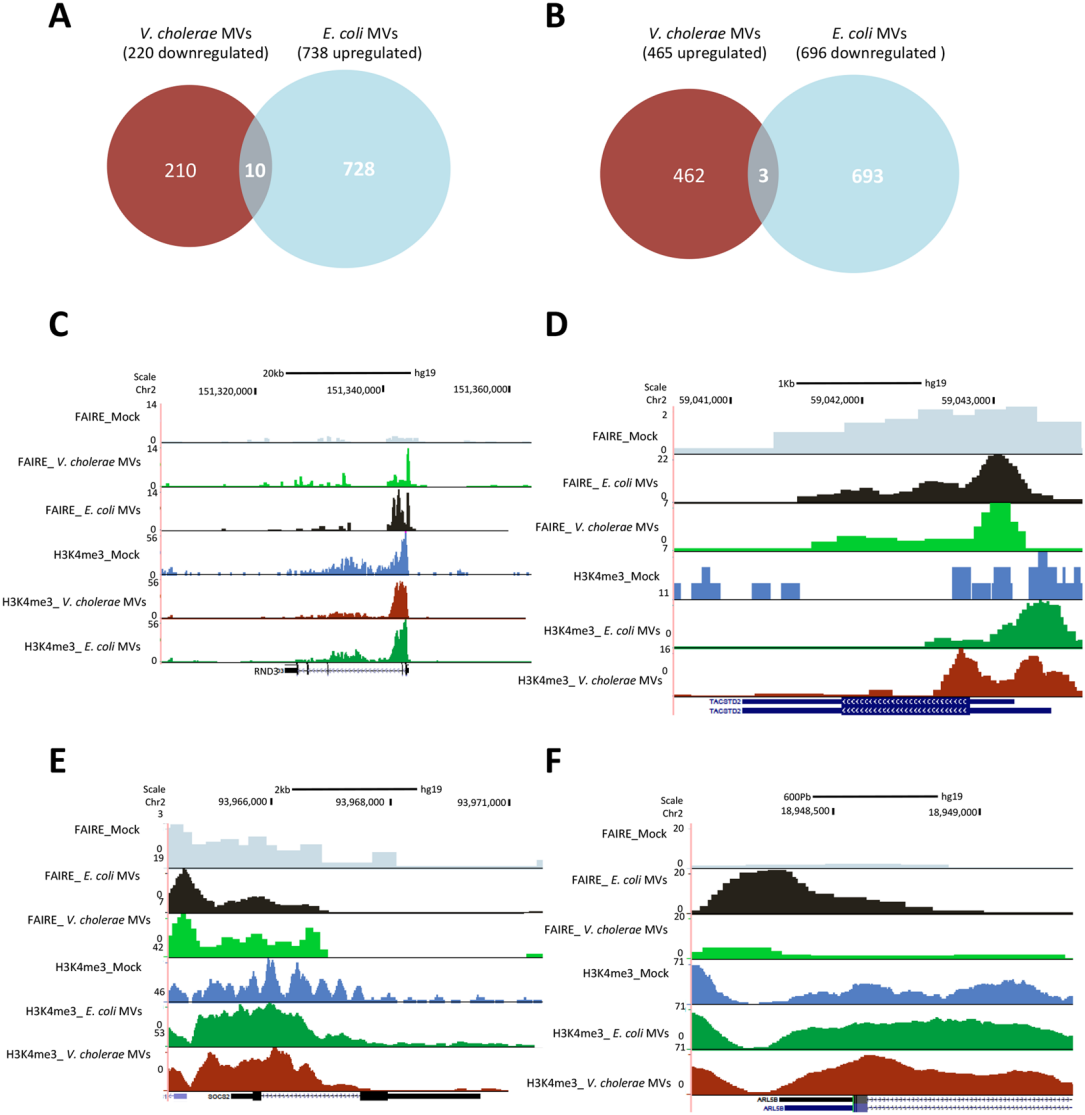
Influence of MVs on differentially regulated gene transcripts in HCT8 colorectal cancer cell line. (**A**) Venn Diagram showing the overlap of genes upregulated by *E. coli* MVs and downregulated by *V. cholerae* MVs. (**B**) Venn Diagram showing the overlap of genes downregulated by *E. coli* MVs and upregulated by *V. cholerae* MVs. (**C**–**F**) Examples of gene transcripts regulated in opposite way: (**C**) RND3 (*E. coli* up and *V. cholerae* down), (**D**) TACSTD2 (*E. coli* up and *V. cholerae* down), (**E**) SOCS2 (*E. coli* up and *V. cholerae* down) and (**F**) ARL5B (*E. coli* down and *V. cholerae* up).

## Discussion

This study has demonstrated that MVs from pathogenic and commensal bacteria have a significant and global impact on the gene expression of colon carcinoma cells. Interestingly, the co-culture of HCT8 cells with both pathogenic and non-pathogenic MVs increased significantly the transcription of common targets genes, which suggests a nonspecific effect of MVs. Importantly, the changes in gene expression in our study correlated with both epigenetic changes and chromatin accessibility of promoters and TSS of genes induced by both pathogenic and non-pathogenic MVs. The changes in gene expression observed when bacteria are present might be due to any of the components of MVs rather than to direct contact between bacteria and the host cell, as suggested previously^25,27^. The release of MVs is a commonly occurring process when bacteria adapt to different environments both *in vivo* and *in vitro*. For example, *Salmonella Typhimurium* releases MVs during its intracellular growth in epithelial cells and macrophages^41^. Moreover, MVs produced by *Helicobacter pylori*, a causal organism of gastric ulcers, release a virulence factor inside the gastric cells^42^. Another example with pathogenic bacteria is related with *Neisseria meningitides*, which has been demonstrated to release MVs containing the endotoxin LPS in blood^43^.

Mechanistically, most viral or bacterial infections induce host DNA methylation indirectly via chronic inflammation, however recent studies have indicated that some viruses have direct epigenetic effects at gene transcripts of host cells^23,44–46^. Our study reveals that genes enriched with the GO term cellular immunity were identified among the genes commonly upregulated and enriched with H3K4me3 signals by both MVs in colon cancer cells. This supports that MVs might directly control the transcription of the host cells and probably their response to the immune system. However, the bacterial components that contribute to the increase of transcription in the host cell and their interplay with the immune function are important questions still unresolved. Previously, it was reported that bacterial LPS cause inflammation by means of activating p38 MAPK pathway and the nuclear transcription factor–κB (NF-κB)^26,47,48^. Furthermore, chronic inflammation causes epigenetic modifications leading to carcinogenesis, as described in the case of *H. pylori*^49–51^. In response, the host cell activates the TGF-β1 pathway to counteract the bacteria-induced NF-κB recruitment to the Il-6 promoter, which causes a reduction of histone acetylation/phosphorylation of the promoter^30,48^.

Our study also demonstrates that MVs from pathogenic bacteria *V. cholerae* have a selective impact on gene transcripts associated with epithelial cellular differentiation in colon cancer cells. Interestingly, MVs from *V. cholerae* increased the expression of genes that have a key role in cellular differentiation. For instance, the expression of the nuclear receptor for Vitamin D (VDR) genes were selectively upregulated by MVs from *V. cholerae* in colon carcinoma cells. In fact, the expression and the activation of VDR promotes the differentiation of colon carcinoma cells^52^. Hence, the increased expression of VDR might induce the expression of genes that promote differentiation and the formation of adherens junctions (AJ). The core complex of AJ is formed of transmembrane cell-cell adhesion molecules cadherins and adaptor proteins. Clustering of these molecules at junctions regulates cellular responses, with crucial effects on the physiology and on the epithelial cell differentiation^53^. Our study also reveals that MVs from *V. cholerae* induces the expression TJP1 (also know how ZO-1) and its protein product is a component of the adherens junctions. Interestingly, the decrease in ZO-1 expression reduces human trophoblast cell-cell fusion and differentiation^54^. Altogether, our results support the hypothesis that components specific to *V. cholerae* MVs would be responsible for the regulation of gene transcripts related to the differentiation of colon carcinoma cells. Interestingly, it has been reported that the major virulence factor of *V. cholerae*, cholera toxin (CT), suppresses carcinogenesis in a mouse model of inflammation-driven sporadic colon cancer^55^. Now, our study adds a value to the emerging notion that MVs produced by *V. cholerae* might impact the transcription of selective genes and, therefore, might play a role in colon cancer differentiation. Recent studies have also shown that protease secreted by *V. cholerae* induced apoptosis in breast cancer cells by ROS-mediated intrinsic pathway and inhibited tumour growth in mice model^56,57^. Bacterial pathogens can exploit several eukaryotic signalling pathways during an infection to disrupt host-signalling pathways for bacterial survival and replication. They have evolved specific effector proteins to hijack host cell signalling, including MAPK signalling, G-protein signalling, signals controlling cytoskeletal dynamics, innate immune responses, and epigenetic modifications for their own benefit^58^. Future studies should aim to identify the specific MVs-associated factors from *V. cholerae* responsible for modulation of host cell selective gene expression. Another challenge is to understand how these factors work together to orchestrate a successful infection by bacterial pathogens. Finally, the results of this study also reveal that the impact of the pathogenic MVs might be tissue specific. Whereas in this study we have investigated a human ileocecal adenocarcinoma cell line, the results might in the future be validated in additional colon-rectal carcinoma cells.

## Materials and Methods

### Bacterial strains, growth conditions and membrane vesicles isolation

Bacterial strains used in this study were: *E. coli* K-12 strain MC1061^17^ and *V. cholerae* C6706 strain (O1 El Tor, Inaba, Sm^R^)^9^. Strains were grown at 37 °C in either Luria–Bertani (LB) broth or on LB agar for 16 hours. MVs were isolated from bacterial culture supernatants, as described earlier^16,17^. Briefly, cultures were centrifuged and filtered to remove bacteria. Further, supernatants were ultracentrifuged at 100,000 × *g* for 2 h at 4 °C, pellets were washed and re-suspended in 20 mM Tris-HCl. The MVs concentration was estimated using the Bicinchoninic Acid (BCA) Assay kit (Thermo Scientific Pierce, Rockford, IL)^5^.

### Transmission electron microscopy (TEM)

Negative staining of isolated MVs was performed as described earlier^16^.

### Cell culture and infection conditions

Human ileocecal colorectal adenocarcinoma (HCT8) and breast adenocarcinoma (MCF-7) cells were cultured in RPMI 1640 (GIBCO) and DMEM medium respectively, supplemented with 10% heat-inactivated fetal bovine serum and penicillin/streptomycin at 37 °C in a humid 5% CO_2_ atmosphere. Cells were seeded 16 h prior the infection, medium was changed and MVs or control (20 mM Tris-HCl) were incubated with HCT8 cells (600 μg MVs per 10^6^ HCT8 cells) for 5 hours. Cells were collected for further RNA or chromatin isolation.

### Chromatin Immunoprecipitation (ChIP)

Targeted genomic regions were identified by using the cross-linking (X)-ChIP protocol as described previously^40^. After the MV infection, cells were fixed 10 min with 1% formaldehyde and then quenched with glycine (125 mM). Chromatin was incubated overnight at 4 °C with Chip grade H3K4me3 antibody (5 μg, ab8580, Abcam) and equal amounts of Protein A&G Agarose Beads (Life technologies). Library preparation for sequencing was done following the instructions of TruSeq DNA sample preparation kit from Illumina or MicroPlex Library preparation kit from Diagenode.

### Formaldehyde-Assisted Isolation of Regulatory Elements (FAIRE)

After the MV infection, cells were fixed 10 min with 1% formaldehyde and then quenched with glycine (125 mM). FAIRE experiment was performed as previously described^40^. DNA was fragmented using Bioruptor sonicator (Diagenode). Non-chromatinized DNA was isolated by phenol-chloroform extraction followed by reverse cross-link at 65 °C overnight. Purified DNA fragments were processed with MicroPlex Library preparation kit from Diagenode.

### ChIP and FAIRE sequencing data Analyses

Reads generated by the genome analyzer were aligned against the human genome using Bowtie 2 software (http://bowtie-bio.sourceforge.net/bowtie2/index.shtml) with default parameters. Peak calling was performed by MACS^38^ and HOMER version 4.7.2.

### RNA isolation and quality control

After the infection, HCT8 cells in triplicates were used for RNA extraction. Total RNA was isolated with the total RNA isolation kit according to the manufacturer’s protocol (RNeasy Mini Kit, Qiagen). NanoDrop 2000 assessed RNA yield. Sequencing libraries were prepared from 1 μg total RNA using the TruSeq stranded mRNA library preparation kit (Illumina Inc) including poly-A selection and sequenced at the SNP&SEQ Technology Platform (Uppsala) in HiSeq2500 rapid mode.

The RNAseq analysis was done by the National Bioinformatics Infrastructure Sweden (http://www.scilifelab.se/platforms/bioinformatics/, www.nbis.se). Reads were aligned to the transcriptome (hg19, UCSC database by Illumina) using Tophat2. Assembly of transcripts and differential gene expression analysis were performed using Cufflinks/Cutdiff.

### Pathway analysis

Functional interpretation of differentially expressed genes and their association to the host cell pathways for each of the MVs treatments were done using Metascape software. For each treatment, the affected genes were analyzed separately for up- and downregulated genes. We identified canonical pathways that were enriched or overrepresented, with the significance of the association between the signature and the canonical pathway measured in two ways: (1) A ratio of the number of genes from the signature that map to the pathway divided by the total number of genes that map to the canonical pathway calculated; (2) A right-sided Fisher’s exact test was used to calculate a p-value determining the probability that the association between the genes in the dataset and the canonical pathway is explained by chance alone.

## Electronic supplementary material

Supplementary figures

# Supplementary material for: Modulation of gene transcription and epigenetics of colon carcinoma cells by bacterial membrane vesicles
**Source:** Sci Rep. 2018 May 9;8:7434. doi: 10.1038/s41598-018-25308-9
**Supplement:** Supplementary file 1 — Supplementary figures

## **Supplementary Figures**

**Modulation of gene transcription and epigenetics of colon carcinoma cells by bacterial membrane vesicles**

**Svitlana Vdovikova<sup>1,2,3\*</sup>, Siv Gilfillan<sup>4\*</sup>, Shixiong Wang<sup>4</sup>, Mitesh Dongre<sup>1,2,3</sup>, Sun Nyunt Wai<sup>1,2,3#</sup>, Antoni Hurtado<sup>4#</sup>**

# Supplementary Figure 1

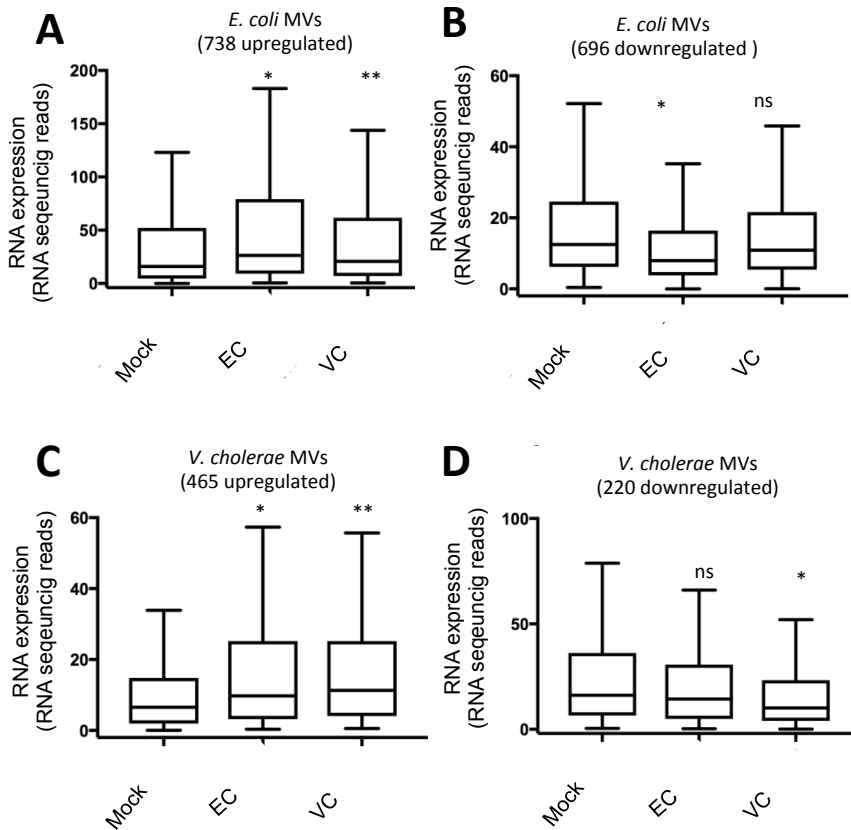

Mann-Whitney U test:

\*: MVs *E. coli* (EC) vs mock ( $p < 10^{-6}$ )

\*\*: MVs *V. cholerae* (VC) vs mock ( $p < 10^{-6}$ )

ns: not significant

**Figure S1. Box-plot indicating the expression of differentially regulated gene transcripts of HCT8 colorectal cancer cell line. A.** Up-regulated genes after *E. coli* MV treatment. **B.** Down-regulated genes after *E. coli* MV treatment. **C.** Up-regulated genes after *V. cholerae* MV treatment. **D.** Down-regulated genes after *V. cholerae* MV treatment. Mann-Whitney U test was used to determine statistical differences.

# Supplementary Figure 2

**A** Genes enriched towards GO term: epithelial cell differentiation: RNA expression in HCT8 cells

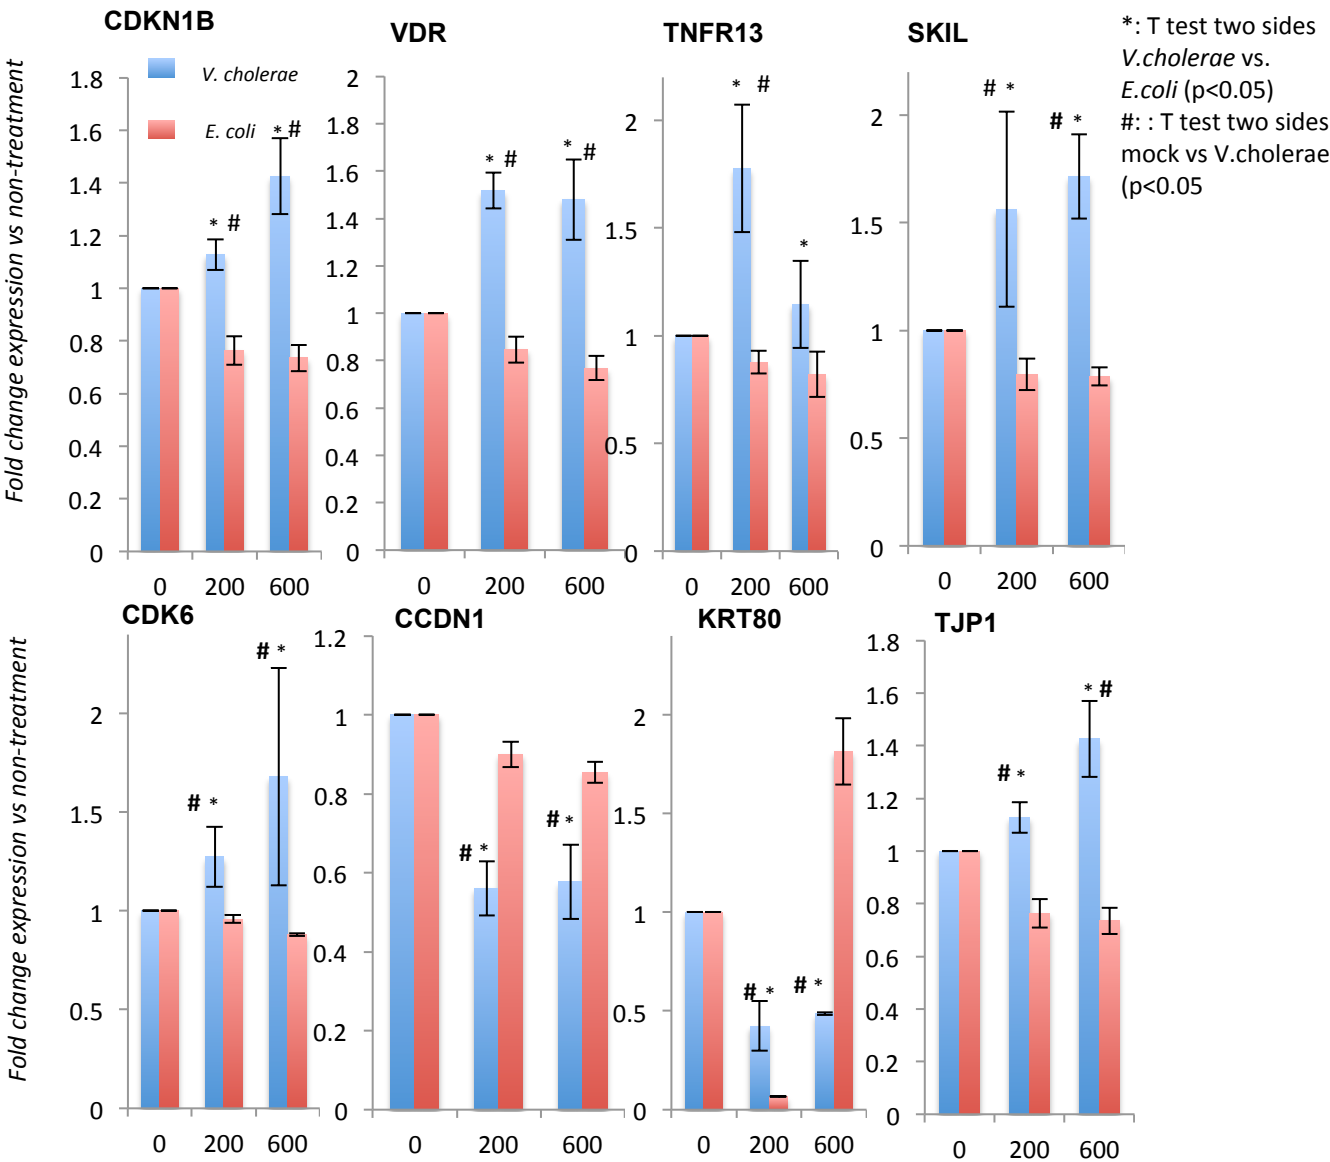

**B** *V. cholerae* MVs and *E. coli* up-regulated genes: RNA expression in HCT8 cells

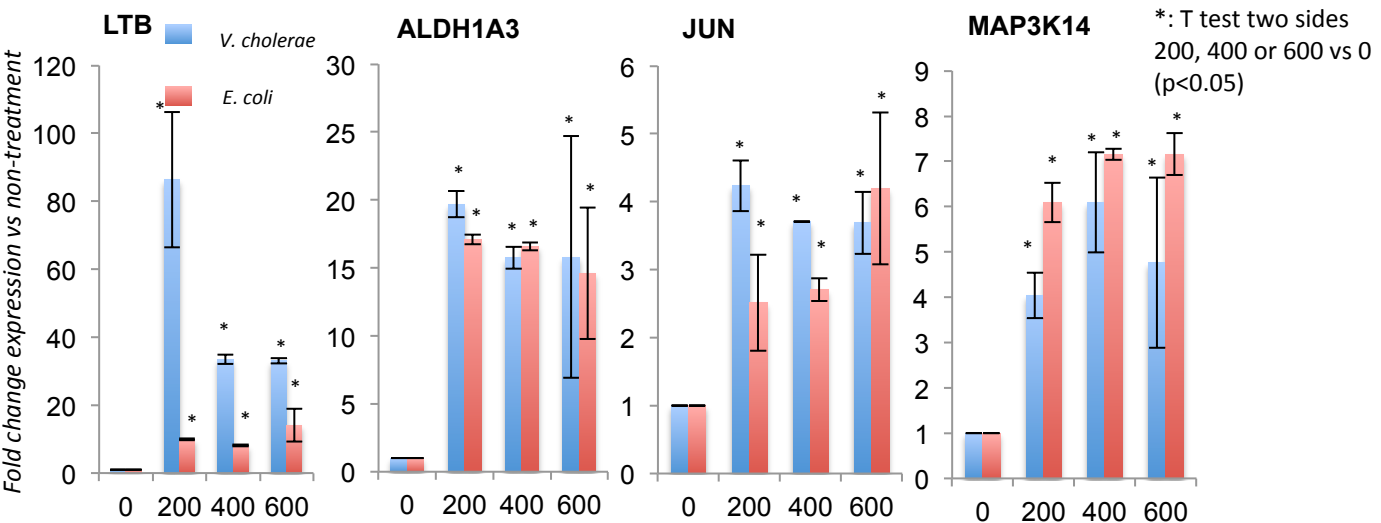

## Continuation of Supplementary Figure 2

**C** Genes enriched towards GO term: epithelial cell differentiation: RNA expression in MCF-7 cells for *Vibrio cholerae* MVs

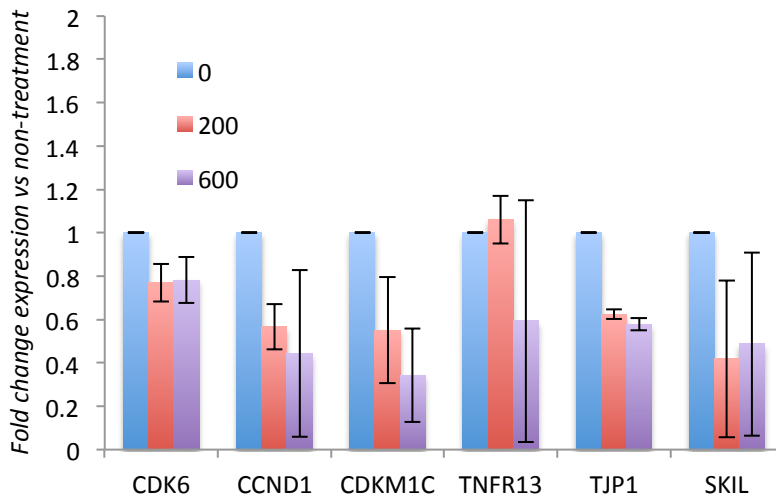

**Figure S2. Supplementary information for Figure 1. A.** Realtime PCR of gene transcripts enriched towards cell differentiation GO enrichment. The PCR was performed from HCT8 cells co-cultured with different concentrations of MVs from *E. coli* or *V. cholerae* for 5 hours. **B.** Realtime PCR of gene transcripts commonly regulated by MVs from *V. cholerae* or *E. coli*. The PCR was performed from HCT8 cells co-cultured with different concentrations of MVs from *E. coli* or *V. cholerae* for 5 hours. **C.** Realtime PCR of gene transcripts enriched towards cell differentiation GO enrichment. The PCR was performed from MCF-7 cells co-cultured with different concentrations of MVs from *V. cholerae* for 5 hours. The experiments were performed in triplicate and SD is shown.

## Supplementary Figure 3

**A** *V. cholerae* MVs : downregulated genes (220)

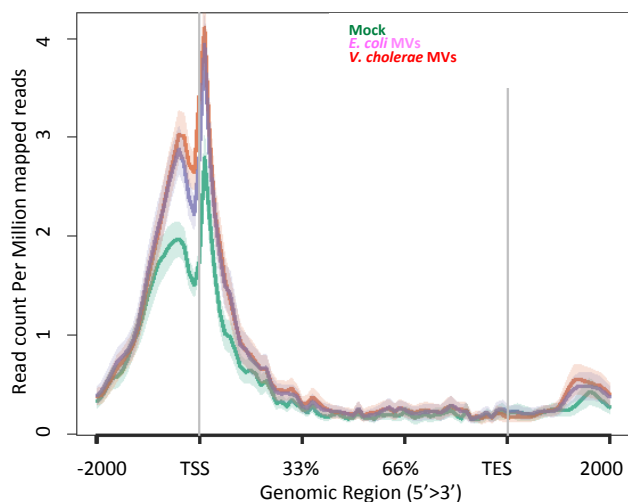

**B** *E. coli* MVs: downregulated genes (696)

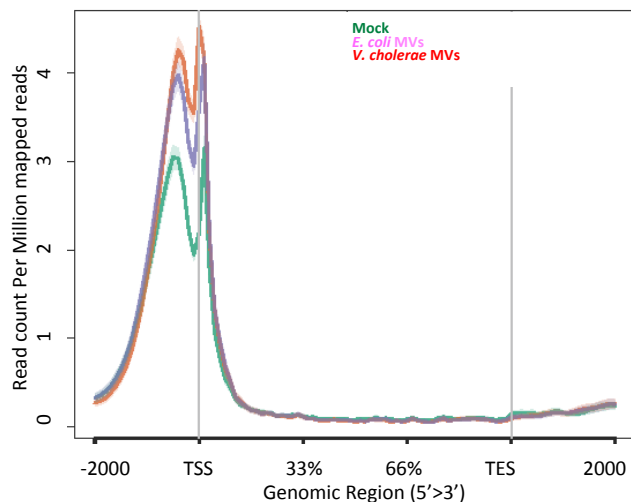

**Figure S3. Supplementary information for Figure 2. A.** H3K4me3 signal at TSS of down-regulated genes from HCT8 cells co-cultured with MVs from *V. cholerae*. **B.** H3K4me3 signal at TSS of downregulated genes from HCT8 cells co-cultured with MVs from *E. coli*.

How the deposited data were processed for this re-analysis (not part of the article)

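HCT8 cells were treated for 5 h with 600 μg of *E. coli* MVs or *V. cholerae* MVs, scaled to the number of cells as the paper's methods give, or with buffer (mock treatment), and H3K4me3 ChIP sequencing and FAIRE sequencing were carried out. The series has 8 samples. Peak lists of 6 libraries, 1 per treatment and assay, were used, and the 2 input libraries were not analysed here. The RNA sequencing behind the paper's sets of regulated genes was not used here, so those sets were not rebuilt. Samples were assigned to treatments from their labels and the paper.

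The authors aligned the reads to hg19 and called peaks with HOMER. The submitters' processing notes list Bowtie 1.1.2, SAMtools 1.3.1 and HOMER 4.7.2, while the paper names Bowtie 2 for the alignment and both MACS and HOMER 4.7.2 for peak calling. The headers of the deposited lists give the histone mode with an input control, at least 4-fold over input, a Poisson p of 0.0001 and a minimum distance of 1000 bp between peaks. Each deposited list holds, per peak, the authors' normalized tag count, a signal per 10000000 tags of the library. It also holds the authors' tag count of the peak, given unscaled in 4 lists and scaled to the input library in the other 2, the tags of the input there, the authors' fold, which is the ratio of the peak to the input, and their p-value over input. These were used only to describe the lists.

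From these values, whole tags were recovered by multiplying each normalized tag count with the library's total tags, and the largest distance from a whole number was 0.0721. Peaks of the 3 libraries of an assay that share at least 1 bp were joined into regions, and a region's value in a library is the sum of its peaks. The value of a gene is the sum of the normalized tag counts of all peaks within 1000 bp of any of its annotated transcription start sites, for 20090 protein-coding genes of chromosomes 1 to 22 and X (GENCODE release 44 on GRCh37, the build of hg19). A peak near the start sites of several genes counts for each of them. Of the listed genes, 3 were found under newer symbols and 1 was not in the annotation. Log2 ratios are given only where both libraries have a peak, and the median of a list is over the members with a peak in all 3 libraries. Because the peaks of a gene may lie at different start sites, ratios over only those of its peaks that share at least 1 bp between the 2 libraries were added after the data were examined. The GC content of a gene was measured in the reference sequence of its called mock peaks for H3K4me3 and of its called peaks in all 3 libraries for FAIRE.

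With 1 library per treatment and assay there is no replicate, so no test between treatments was run and no p-value is given. No paired analysis was possible because each treatment has 1 library per assay. Intervals of single genes and of shares are exact 95% Poisson or binomial intervals and cover counting error only. Those of medians come from the ranked ratios of regions, genes or list members, treated as independent. They measure neither counting error nor the spread between cultures. PCR copies of tags are not independent, so the true error is larger. To place a gene list, its median log2 ratio was ranked among the medians of 10000 random lists of the same size, matched on mean level in 20 bins. This percentile describes these libraries only. A second comparison, matched in 10 bins of mean level and 10 of GC content, and again in 5 and 20 bins, was added after the data were examined. FAIRE peaks were compared with H3K4me3 regions of mock-treated cells by at least 1 shared bp, and with 100 random shifts of the peaks along the chromosomes.

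The 14 gene lists, the windows, the main values and the alternatives were set before the data were examined, except tags per 1000 bp of called peak and overlapping peaks for genes and lists and the matching on GC content. Named genes are those that the paper names, of each other list at most the 2 highest and the 2 lowest members against mock for each MV treatment, and, over all genes, the 5 with the highest and the 5 with the lowest log2 ratio against mock in the upper 50% of mean level and the 5 with the most tags and no mock peak. Some of these genes are not reported here. The alternatives changed the peak threshold, the overlap that counts as shared, the window, the scaling and the value of a region. The procedure was tested on simulated tag counts drawn from these libraries, with 200 genes changed by a known factor. In the 12070 genes of H3K4me3, the intervals found 98%, 99% and 99% of 2-fold changes and 91%, 88% and 97% of 1.5-fold changes for *E. coli* MVs against mock, *V. cholerae* MVs against mock and *V. cholerae* MVs against *E. coli* MVs. In the 6957 genes of FAIRE they found 90%, 94.5% and 90% of 2-fold changes and 64.5%, 77% and 63% of 1.5-fold changes. Unchanged genes fell outside their interval in 3.76% to 4.74% of simulated cases. These shares reflect counting error only. They are no error rates for the real libraries, which also differ in called length, share of tags in peaks and trend with GC content. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.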

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

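The tests of the share of tags in peaks, of FAIRE depth, of mitochondrial DNA, of a library-wide difference and of tags per 1000 bp were chosen only after the results were seen, as was the reading of the GC tests for each MV treatment on its own and with a second grouping.

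H3K4me3 tags in the regions called in all 3 libraries were higher with both MVs than with mock treatment. In the 25% of regions with the most tags, the median log2 ratio was still 0.398 (*E. coli* MVs) and 0.423 (*V. cholerae* MVs). This cannot decide on the lower depth of the mock library, because fewer tags may also shorten the called peaks of strong regions. Over all shared regions, called lengths were shorter in mock, and per 1000 bp the medians were only 0.0771 and 0.109. Among the 25% of regions with the most tags, 1106 had the lowest GC content (median 45.3%). Their median was 0.189 (95% interval 0.178 to 0.203) with *E. coli* MVs and 0.0558 (0.0357 to 0.0748) with *V. cholerae* MVs. In the 1106 with the highest GC content, it was 0.718 and 0.939. With *V. cholerae* MVs, a GC bias may account for most of the difference. With *E. coli* MVs this cannot decide, because a bias that rises with GC content need not be absent at 45.3%. A difference in the share of tags in peaks cannot be told apart from an effect on the mark, because scaling to the tags in all peaks gives −0.0463 and −0.0727, and both a more efficient immunoprecipitation and a gain of H3K4me3 would raise that share in a single library. A response of the cells to MVs stays open, as untested.

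FAIRE peaks numbered 94231 with *E. coli* MVs and 79591 with *V. cholerae* MVs, above the 66436 of mock treatment, and mitochondrial DNA, on which the paper does not report, had 1264 and 615 normalized FAIRE tags per 1000 bp of called peak, above the 236 of mock treatment. Sequencing depth is argued against by the unscaled tags, whose median log2 ratio against mock in shared regions was still 1.07 with *E. coli* MVs, the library with the fewest tags. Mitochondrial tags per 1000 bp had log2 ratios of 2.42 and 1.38, the order of the nuclear regions, so the libraries may differ in how much nucleosome-free DNA was recovered, but more mitochondrial DNA in the cells would give the same values and these cannot be told apart. Whether the labels of both MV libraries are right was not tested. The paper has RND3 and SOCS2 raised by *E. coli* MVs and lowered by *V. cholerae* MVs. Their FAIRE tags run in the same order under these labels. This cannot decide on the labels, because only 124 of 6957 genes with a FAIRE peak in all 3 libraries were higher with *V. cholerae* MVs. An opening of chromatin by MVs stays open, as untested.

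AP-1 and immediate early genes, a group the paper does not discuss, had a median H3K4me3 log2 ratio against mock of 0.78 with *E. coli* MVs and 1.23 with *V. cholerae* MVs, above those of all genes. Among lists matched on mean level, the percentiles were 99.82 and 100. The list stands out by these same values. They are therefore no separate test of a library-wide difference that changes genes of one level alike. When the random lists are also matched on GC content, the percentile is 56.04 with *E. coli* MVs (67.33 in the second grouping), so there a GC bias may account for the list's standing, and 98.6 with *V. cholerae* MVs (99.41), which argues against GC content as the whole cause. Per 1000 bp of called peak, the list stood at percentile 99.88 with *V. cholerae* MVs, among lists matched on mean level only. This argues against longer called peaks alone. No such percentile was matched on GC content, so peak length and GC content together stay open. The 97.55 with *E. coli* MVs lies too near the highest 2.5% of the lists to decide. With *V. cholerae* MVs, a response of these genes to the MVs is a hypothesis that 1 library per treatment leaves untested.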

How the results depend on the processing

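Tags per 1000 bp of called peak and overlapping peaks for single genes and lists were chosen after the results were seen. No alternative has a replicate behind it, and depth limits the weak regions most, above all in the mock H3K4me3 library. Where values below changed, the cause was not tested.

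Of the peaks with at least 4 times the lowest normalized tag count of their list, mock treatment, *E. coli* MVs and *V. cholerae* MVs had 13590, 17644 and 17123 for H3K4me3 and 1166, 30399 and 14172 for FAIRE. At 2 times the lowest value, FAIRE peaks numbered 12091, 58375 and 42088, H3K4me3 regions called with both MVs and not with mock treatment 3759, and FAIRE regions of all 3 libraries 4540. The median log2 ratios (*E. coli* MVs against mock, *V. cholerae* MVs against mock, *V. cholerae* MVs against *E. coli* MVs) were then 0.46, 0.52 and 0.0759 for H3K4me3 and 2.36, 0.98 and −1.33 for FAIRE. The share of FAIRE peaks at H3K4me3 regions was 22.6%, 25.1% and 28.2% for mock treatment, *E. coli* MVs and *V. cholerae* MVs, and the share of H3K4me3 regions with a FAIRE peak was 11.4%, 62.2% and 48.3%. With as many top peaks as in the smallest list, 3007 H3K4me3 regions were called with both MVs and not with mock treatment, and those shares were 22.3% and 18.9%, and 62.8% and 50.4%, for *E. coli* MVs and *V. cholerae* MVs.

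Without scaling for depth, the same median log2 ratios were 2.04, 2.38 and 0.37 for H3K4me3 and 1.07, 0.45 and −0.54 for FAIRE, and the H3K4me3 ratio of *V. cholerae* MVs against *E. coli* MVs turned positive at RND3 (0.0886) and CDKN1B (0.11). Scaled to the tags in all peaks, they were −0.0463, −0.0727 and 0.00305 for H3K4me3 and −0.44, −0.26 and 0.27 for FAIRE, so that all except the ratio between the MVs for H3K4me3 changed sign. By the highest peak of a region, the H3K4me3 ratio with *E. coli* MVs was 0.45, those for FAIRE were 2.00, 0.68 and −1.20, and RND3 had 0.0329 between the MVs. Per 1000 bp of called peak, they were 0.0771, 0.11 and 0.0401 for H3K4me3 and 0.82, 0.28 and −0.55 for FAIRE. On that scale, H3K4me3 against mock turned negative at VDR (−0.57), SKIL (−0.19) and KRT80 (−0.33) with *E. coli* MVs and at VDR with *V. cholerae* MVs (−0.38), and the ratio between the MVs turned positive at RND3 (0.12) and KRT80 (0.16).

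With centres of peaks within 500 bp, 9354 FAIRE regions were shared by all 3 libraries. In regions with exactly 1 peak in each library, the FAIRE ratios were 1.72, 0.61 and −1.03. Within 1000 bp, the shares of FAIRE peaks at H3K4me3 regions were 12.2%, 18.5% and 19.9%, and those of H3K4me3 regions with a FAIRE peak 31.4%, 68.6% and 59.3%. With the H3K4me3 regions of all 3 libraries, the first shares were 9.34% with mock treatment and 16.7% with *V. cholerae* MVs, and the second 31.7%, 78.8% and 65.4%. Relative to the median of all shared regions, H3K4me3 against mock turned negative with *E. coli* MVs at TJP1 (−0.16) and for the lists of sensing (−0.00924), interferon response (−0.0435), DNA replication (−0.00656) and respiratory electron transport (−0.0854), and with *V. cholerae* MVs at CDKN1B (−0.10) and for DNA replication (−0.0739) and respiratory electron transport (−0.19). Of the values whose interval included 0, H3K4me3 against mock also turned negative at RND3 (−0.31) and LTB (−0.0406) with *E. coli* MVs and at TJP1 (−0.31) and for interferon response (−0.0486) with *V. cholerae* MVs. FAIRE between the MVs turned positive at CDKN1B (0.23) and for sensing (0.20). Other settings also turned the sign of H3K4me3 against mock where the interval included 0. TJP1 with *V. cholerae* MVs turned negative with windows of 2000 bp (−0.15). KRT80 with *V. cholerae* MVs (−0.17) and LTB with *E. coli* MVs (−0.06) turned negative per 1000 bp. RND3 with *V. cholerae* MVs turned positive without scaling for depth (1.82), by the highest peak (0.42) and per 1000 bp (0.38). The counts below include the values whose interval included 0.

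Among the other values of genes and lists, 13 moved and 124 stayed within their interval with windows of 2000 bp. These counts were 4 and 129 with windows of 500 bp, 9 and 127 by the highest peak, and 92 and 43 without scaling for depth. They were 75 and 52 relative to the median and 78 and 53 per 1000 bp. Over only the peaks that overlap between the 2 libraries, they were 8 and 119. That setting gives no value for genes without such peaks and for lists with fewer than 3 members that have them.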

Differences from the paper's values

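Every peak number, overlap and percentage that the paper states for H3K4me3 was within the limits set for a difference, and the areas of Fig. 2A match.

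The paper states that *V. cholerae* MVs had the stronger effect on chromatin at transcription start sites (Fig. 3A,B). In the files, the median FAIRE log2 ratio of *V. cholerae* MVs against *E. coli* MVs was −1.16 over all shared regions and −1.65 over genes. Among the alternatives set before the data were examined, scaling to the tags in all peaks gave 0.27 over all shared regions, but −0.23 over genes and −0.05 at regions with H3K4me3, and no other turned the median over all shared regions positive. The paper's sets of upregulated genes were not used here.

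For RND3 and SOCS2 the paper states that *V. cholerae* MVs and not *E. coli* MVs raised accessibility at the start site (Fig. 4C,E). The files have FAIRE peaks of 171.1 and 310.6 normalized tags in the library labelled *E. coli* MVs and of 38.1 and 104.3 in the library labelled *V. cholerae* MVs. None was called with mock treatment, so a peak does appear with *V. cholerae* MVs. In Fig. 4C,E itself the FAIRE tracks are taller for *E. coli* MVs, read by eye.

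Fig. 4E prints chromosome 2 for SOCS2, while the annotation places it on chromosome 12.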

Other observations

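Percentiles among lists matched on mean level and GC content were chosen only after the results were seen. DNA replication genes, all 20 with an H3K4me3 peak in each library, had a median log2 ratio against mock of 0.43 with *E. coli* MVs and 0.39 with *V. cholerae* MVs, which scaling to the tags in all peaks takes below 0, and of −0.03 between the MVs. These stood at percentiles 14.7, 0.71 and 0.04 of lists matched on level and GC content. Of lists matched on mean level alone, the comparison set before the data were examined, they stood at 23.1, 6.23 and 1.23. The 0.39 with *V. cholerae* MVs lies inside the middle 95% of the latter lists (0.34 to 0.86). POLE, a DNA polymerase subunit, was highest with both MVs (1.13 and 1.49), in a peak shared with PXMP2, and MCM6, a subunit of the replicative helicase, had 0.98 and 0.93. MCM3, another subunit, had 0.00 with *E. coli* MVs and was lower with *V. cholerae* MVs than with mock treatment (−0.37, 95% interval −0.59 to −0.14). Respiratory electron transport genes, 21 of 21 with an H3K4me3 peak in each library, had medians of 0.35 and 0.27, both below 0 under that scaling, and of −0.06 between the MVs, at percentiles 37.8, 4.50 and 1.81. Housekeeping genes, 16 of 16, had H3K4me3 medians of 0.51 and 0.57, which stay above 0 under that scaling, at percentiles 84.6 and 80.5. The genes of Supplementary Fig. 2B stood at percentiles 40.8 and 56.2 for H3K4me3. Between the MVs, the median of the DNA replication genes turns positive per 1000 bp of called peak (0.01) and without scaling for depth (0.27). That of the respiratory electron transport genes also turns positive without scaling for depth (0.24).

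FAIRE at DNA replication genes, 9 of 20 with a peak in all 3 libraries, had medians against mock of 3.72 and 1.98, at percentiles 86.0 and 83.0, and over overlapping peaks, which 5 members had, of 3.08 and 1.69, at percentiles 56.2 and 68.1. The medians of the 9 per 1000 bp of called peak were 1.78 and 0.88. Of the 14 annotated genes of fibroblasts, endothelium, muscle, neurons and liver, 8 had a FAIRE peak with mock treatment, 10 with *E. coli* MVs and 5 with *V. cholerae* MVs, and of 12 blood cell genes 4, 7 and 3. The 5 of the former with a peak in all 3 libraries, GFAP, DES, VWF and COL1A1 among them, had a median against mock of 2.83 with *E. coli* MVs at percentile 41.6 and of 0.12 with *V. cholerae* MVs at percentile 3.37, the second below 0 when tags are scaled to the tags in all peaks. Only 3 of these 5 with *E. coli* MVs and 2 with *V. cholerae* MVs had a peak that overlaps a mock peak.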
